# Transcriptional Profiling Identifies Location-Specific and Breed-Specific Differentially Expressed Genes in Embryonic Myogenesis in Anas Platyrhynchos

**DOI:** 10.1371/journal.pone.0143378

**Published:** 2015-12-02

**Authors:** Rong-Ping Zhang, He-He Liu, Jun-Ying Liu, Ji-Wei Hu, Xi-Ping Yan, Ding-Min-Cheng Wang, Liang Li, Ji-Wen Wang

## Abstract

Skeletal muscle growth and development are highly orchestrated processes involving significant changes in gene expressions. Differences in the location-specific and breed-specific genes and pathways involved have important implications for meat productions and meat quality. Here, RNA-Seq was performed to identify differences in the muscle deposition between two muscle locations and two duck breeds for functional genomics studies. To achieve those goals, skeletal muscle samples were collected from the leg muscle (LM) and the pectoral muscle (PM) of two genetically different duck breeds, Heiwu duck (H) and Peking duck (P), at embryonic 15 days. Functional genomics studies were performed in two experiments: Experiment 1 directly compared the location-specific genes between PM and LM, and Experiment 2 compared the two breeds (H and P) at the same developmental stage (embryonic 15 days). Almost 13 million clean reads were generated using Illumina technology (Novogene, Beijing, China) on each library, and more than 70% of the reads mapped to the Peking duck (Anas platyrhynchos) genome. A total of 168 genes were differentially expressed between the two locations analyzed in Experiment 1, whereas only 8 genes were differentially expressed when comparing the same location between two breeds in Experiment 2. Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes pathways (KEGG) were used to functionally annotate DEGs (differentially expression genes). The DEGs identified in Experiment 1 were mainly involved in focal adhesion, the PI3K-Akt signaling pathway and ECM-receptor interaction pathways (corrected P-value<0.05). In Experiment 2, the DEGs were associated with only the ribosome signaling pathway (corrected P-value<0.05). In addition, quantitative real-time PCR was used to confirm 15 of the differentially expressed genes originally detected by RNA-Seq. A comparative transcript analysis of the leg and pectoral muscles of two duck breeds not only improves our understanding of the location-specific and breed-specific genes and pathways but also provides some candidate molecular targets for increasing muscle products and meat quality by genetic control.

## Introduction

Myogenesis is a highly complex physiology process that involves myogenic progenitor proliferation, myoblast proliferation and differentiation, and the formation of none-nuclei and multi-nuclei myotubes and eventually mature muscle. As such, myogenesis is highly regulated by numerous signature pathways and genes [1]. Embryo myogenesis is pivotal for muscle production in adult livestock because the myofiber number is determined during the embryonic stage for most animals and does not increase in the postnatal period. Rather muscle mass gain in adult livestock mainly depends on increasing the length and thickness of existing myofibers, a process referred to as hypertrophy [2]. In addition, muscle stem (satellite) cells also play a vital role in muscle development in adults, specifically in muscle regeneration during muscle injury, overload [3] and exercise[4, 5]. Satellite cells originate from somites in the embryo stage and reside between the basement membrane and the myofiber sarcolemma in adults [6]. Unfortunately, the number and function of satellite cells will inevitably continually decrease with age [7]. Therefore, the number of myofibers established in the embryo stage is the critical determinant of muscle production in livestock. A previous study using microarray hybridization reported that, in turkeys, a higher number of differentially expressed genes occurred early in development (day 18 of the embryonic stage) than at 1 day and 16 weeks after birth, suggesting that the phenotypic differences in adults between the two turkey lines may largely be determined during embryonic myogenesis [8]. Other studies have demonstrated that muscle growth is predominantly determined during prenatal skeletal muscle development [9, 10]. Thus, evidence indicates that the embryonic stage is an important period in the research of muscle development, and a better understanding of the genes and pathways involved is necessary.

Waterfowl breeding plays an important and unique role in agricultural development. However, compared to human, mouse or chicken, studies of the myogenesis mechanisms in duck, a non-model species, are incomplete and are still in their infancy. Most of these studies in duck have mainly focused on comprehensively investigating the expression patterns of a few crucial regulative genes. The key genes six1 [11], Pax3/7 [12], MRFs (MyoD, MyoG and MRF4) [12, 13], mTOR and S6k [14] regulate myoblast proliferation and myofiber hypertrophy. These studies identified expression differences of such genes between pectoral and leg muscles in Peking duck have been identified. In addition, previous studies have shown that the carcass and meat quality of duck are influenced by breed and sex [15, 16]. These results indicate that the numerous biological and genetic differences between skeletal muscles depend on their anatomical location and breed.

In this study, we used several individuals from two native duck breeds, Heiwu duck and Peking duck, to identify changes in gene expression which may be responsible for the differences in muscle development between locations and breeds. We observed phenotypic differences between pectoral and leg muscle and between the same muscle type from both breeds (for detailed data, see Fig 1). To further investigate these differences, a highly effective and accurate digital gene expression (DGE) technology was used to obtain abundant sequences at the transcript level. In 2013, Huang et al. released the draft genome sequence of Anas Platyrhynchos acquired using Illumine technology [17], which equips us to better study myogenesis of duck using DGE technology. This study will help us to identify differentially expressed genes related to pectoral muscle and leg muscle myogenesis in two duck breeds. While our data was collected from a relatively small sample set, this work will likely still be helpful for understanding the molecular basis of the different muscle development capabilities of the leg and pectoral muscle of Peking duck and Heiwu duck, providing further knowledge and new clues for investigation of muscle development mechanisms, and improving duck breeding research.

**Fig 1:**
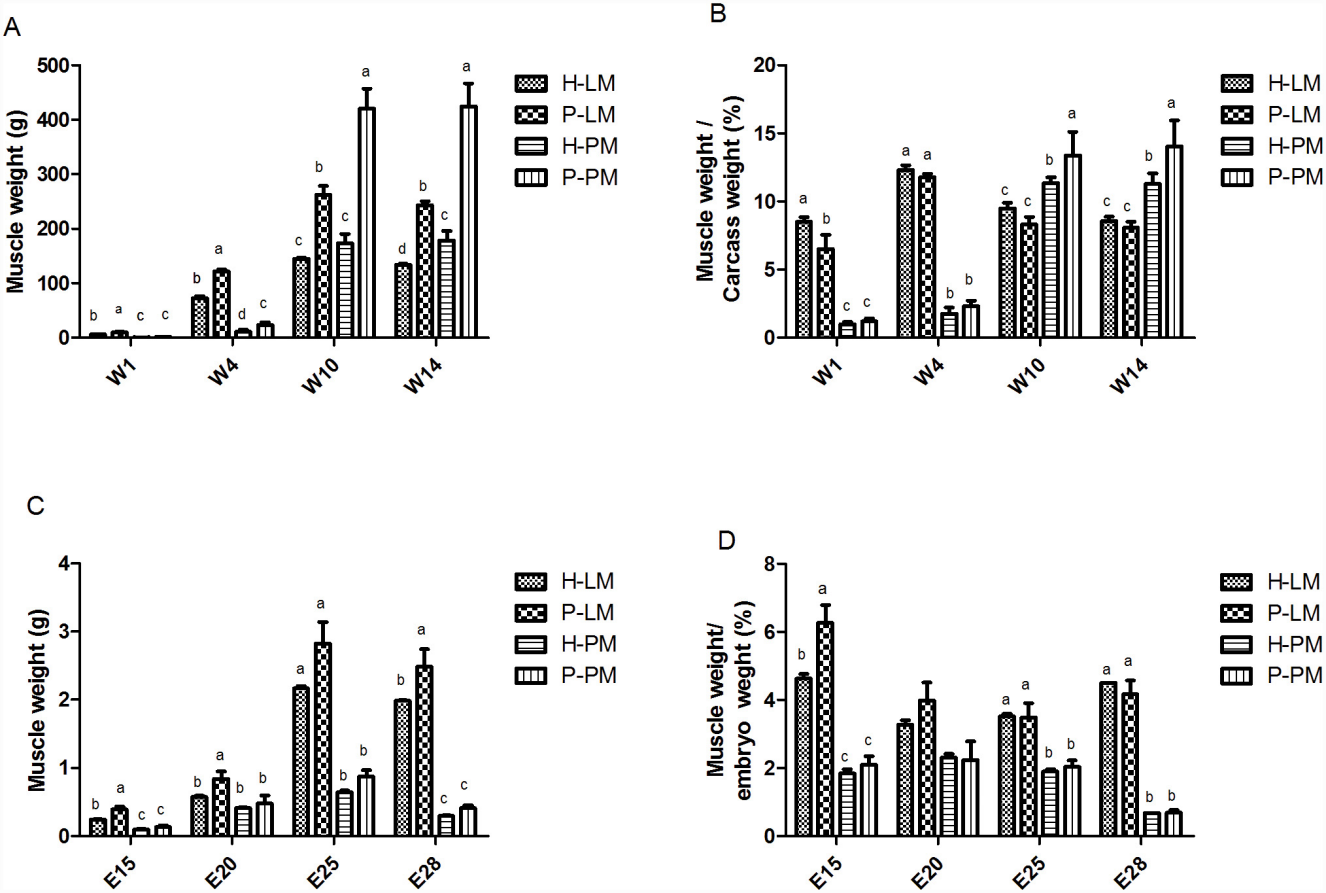
Skeletal muscle variations in leg muscle (LM) and pectoral muscle (PM) between Heiwu duck (H) and Peking duck (P) during development. A. The increase in the weight of four skeletal muscles from post-hatching week 1 (W1) to week 16 (W14). B. The changing rate of skeletal muscle weight to carcass weight from post-hatching week 1 (W1) to week 16 (W14). C. The variation in the weight of the four skeletal muscles in embryo from embryonic day 15 (E15) to day 28 (E28). D. The changing rate of skeletal muscle weight to carcass weight from embryonic day 15 (E15) to day 28 (E28). At each time point (W1, W4, W10, etc), statistically significant differences are indicated by different letters (a, b, c, etc). At a given time point, any samples that are not significantly different are labeled with the same letter.

## Materials and Methods

### Ethics Statement

All ducks were obtained from the Sichuan Agriculture University Waterfowl Breeding Experimental Farm, Sichuan, China. This study was carried out according to Beijing Animal Welfare Committee (Beijing, China) and approved by the institutional Animal Care and Use Committee of Sichuan Agriculture University (Permit Number: DKY B20121405). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### Animal materials

Peking duck (Anas platyrhynchos domestica) (average weight 80 g) and Heiwu duck (average weight 75 g) eggs were incubated under the same conditions, 37±0.5°C and 86–87% humidity. After incubation for 15 days at the Sichuan Agriculture University Waterfowl Breeding Experimental Farm, leg muscles (LM) and pectoral muscles (PM) were collected from the Heiwu duck (H) and Peking duck (P) specimens, separately, five individual ducks were used per breed. All of the muscles were frozen in liquid nitrogen and stored at -80°C prior to examination.

During the embryo stage, LM and PM of the H and P specimens were collected at 15, 20, 25 and 28 days of incubation, five individual ducks were used per breed at each time point. All of the samples were weighed immediately after isolation from the embryo.

Post-hatching, the duck breeds were raised under the same conditions. For both breeds, six ducks (three male and three female) were weighed and slaughtered at every week until 16 weeks. Then, the LM and PM of six ducks were isolated and weighed separately. These procedures were approved by the Beijing Animal Welfare Committee (Beijing, China).

### RNA preparation, Illumina RNA-sequencing

The total RNA from four group muscles (H-LM, H-PM, P-LM and P-PM) was extracted using Trizol reagent (Takara, China) according to the manufacturer’s instructions. Five individuals’ RNA samples per group were equally mixed to generate an RNA pool. The RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA). The RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

Sequencing libraries were generated using the NEBNext^®^ Ultra^™^ RNA Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from the total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent captions under elevated temperature in the NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After the adenylation of the 3’ ends of DNA fragments, NEBNext Adaptor with a hairpin loop structure was ligated to prepare for hybridization. To preferentially select cDNA fragments of 150~200 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, the PCR products were purified (AMPure XP system) and the library quality was assessed on the Agilent Bioanalyzer 2100 system.

### DGE read annotation

To identify the gene expression patterns in the skeletal muscle of the Peking duck and Heiwu duck specimens, all of the clean reads were annotated by mapping to the sequenced genome of Anas [17] using the TopHat v2.0.9 software. For gene expression analysis, HTSeq v0.5.4p3 was used to count the read numbers that were mapped to each gene. Then, RPKM (Reads Per Kilo bases per Million reads) was used to calculate and normalize the number of expression tags. A DEG analysis of two locations/breeds was performed using the DESeq R package (1.10.1). DESeq provides statistical routines for determining the differential expression in digital gene expression data using a model that was based on the negative binomial distribution. Genes with an adjusted P-value < 0.05 found by DESeq were assigned as differentially expressed. The Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with a corrected P-value < 0.05 were considered significantly enriched by differentially expressed genes. We used KOBAS software to test the statistical enrichment of differentially expressed genes in KEGG pathways. All of the sequence data were submitted to the GEO database, and the GEO accession number is GSE65628.

### Quantitative real-time PCR confirmation

A total of 15 genes were chosen randomly and detected by quantitative real-time PCR (RT-PCR) to confirm the accurate DGE. All primers (S1 Table) were designed using Primer 5.0 software and synthesized by BGI Company (China). Sample RNAs (1 μg) were reverse-transcribed to cDNA using a reverse-transcription system (Takara, Dalian, China), three individuals’ RNA were used per group at E15, and RT-PCR for each sample was conducted in triplicate. The reaction was run using the IQTM5 System (Bio-Rad, Hercules, CA), and the data were analyzed by the 2^-ΔΔCt^ method using β-actin and GAPDH as internal reference genes. A statistical analysis was performed with GLM processes and t-test using SAS 8.0 software (SAS Institute Inc., Cary, NC).

## Results

### Phenotypic analysis of skeletal muscle in ducks

In order to identify breed-specific mechanisms that may contribute to the differences in muscle development capability, two phenotypically different duck breeds were examined. We began by comparing two different muscle groups within each breed. As shown in Experiment 1 (Fig 1A), in both breeds skeletal muscle has a significant weight difference between LM and PM, at all measurement time points except W10 in the Heiwu duck. To take into account the carcass weight of each duck, we calculated the ratio of LM and PM weight to carcass weight and found that every ratio was significantly different between locations, and this was true of both breeds (Fig 1B). When comparing across breeds in Experiment 2, we found that Peking duck has a higher skeletal muscle weight than Heiwu duck in the postnatal period. However, the ratio of LM weight to carcass weight was significantly different between the duck breeds only at W1, while the ratio of PM weight to carcass weight differed significantly at W10 and W14 (Fig 1B). These data indicate that Peking duck and Heiwu duck are two phenotypically extreme duck breeds, and these differences are more obvious in PM than in LM.

We then went on to examine skeletal development in embryos. In Experiment 1, the muscle weight was significantly different between locations for both breeds during the embryo period, with the exception of the Heiwu duck at E20 (Fig 1C). Comparing across breeds in Experiment 2, LM weight, unlike PM weight, was significantly different between the Peking duck and the Heiwu duck, except at E25. However, the ratio of LM or PM to embryo weight was not significantly different between the Peking duck and the Heiwu duck, with a sole exception. The only ratio to show a significant difference between the breeds was the LM:embryo weight ratio at E15 (Fig 1D). These weight data from both either in the embryo or at and the post-hatching periods indicate phenotypic differences between muscle locations and breeds.

### Analysis and alignment of the digital gene expression (DGE) profile

In this study, four DGE-read libraries (H-LM, H-PM, P-LM and P-PM) were constructed using LM and PM tissues from two phenotypically extreme duck breeds (H and P). 

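Each of the 4 libraries was made from RNA pooled from 5 individuals at embryonic day 15 (E15), so each combination of breed (Heiwu, H, or Peking, P) and muscle (leg muscle, LM, or pectoral muscle, PM) had 1 library and no replicates. The authors mapped the reads with TopHat, counted them per gene with HTSeq and deposited an RPKM value (reads scaled by gene length and by the number of reads in the library) for each of 16450 genes in each library, under Ensembl duck gene identifiers. The read counts themselves are not in the files analysed here. RPKM values above 0 were present for 14259 genes in H-LM, 13930 in H-PM, 14194 in P-LM and 14175 in P-PM. The RPKM of genes with few reads moved in steps of whole reads, and the size of the steps gave the depth of each library relative to H-LM, which was 74.7% for H-PM, 85.2% for P-LM and 84.2% for P-PM. The paper's Table 1 gives 11659490 mapped reads for H-LM, 9065390 for H-PM, 10065643 for P-LM and 10070140 for P-PM, and the values at each comparison use the RPKM scale of the files. The 10 genes with the highest RPKM took between 5.86% and 6.79% of the sum of RPKM in every library. Fold changes were computed as differences of log2(RPKM + 1), which understates the change of genes with low RPKM, over the 13098 genes with at least 1 RPKM in at least 1 library. The RPKM values were used as deposited, without further scaling. Genes were tested with limma in 2 ways. In the comparisons of 2 libraries, the trended variance was estimated without regard to the groups. In the additive fit over the 4 libraries, with a location and a breed term, the difference between the breeds in the location effect served as the error and left 1 residual degree of freedom. For genes listed in the paper's S1 Excel file, whole reads were recovered from the adjusted read counts printed there. They give the 95% Clopper-Pearson intervals quoted for the log2 ratio of single genes, which cover the sampling of reads and no variation between animals.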

The statistics of the DGE reads are shown in Table 1. More than 13 million raw reads were generated for each library. After filtering the adapter reads, more than 10% of the N (uncertain base information) reads and low-quality reads and more than 97% of the raw reads were clean reads for each library. On average, 70% of the transcripts mapped to Peking duck (Anas platyrhynchos) genome.

**Table 1:** Categorization and abundance of reads.

Summary	H-LM	H-PM	P-LM	P-PM
Raw reads	17111295	13082066	14496812	14435361
Clean reads	16624232	12721325	14098020	14037879
Error rate (%)	0.04	0.04	0.04	0.04
Mapped reads	11659490	9065390	10065643	10070140
% mapped	70.14%	71.26%	71.4%	71.74%

### Analysis of the level of gene expression

To identify genes that were differentially expressed in the muscle tissues of the duck breeds, we compared pairs of DGE profiles in the four libraries (Experiment 1: H-PM vs H-LM and P-PM vs P-LM, Experiment 2: P-PM vs H-PM and P-LM vs H-LM) to analyze gene expression variations. |log.2fold-change|>0.5 and P-value <0.05 were used as the thresholds for significant differential gene expression (Fig 2A). 

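With the variance estimated without regard to the groups, 0 of the 13098 tested genes had a Benjamini-Hochberg adjusted P-value under 0.05 in limma in any of the 4 comparisons (no replicates). The smallest adjusted P-value was 0.937 for H-PM vs H-LM, 0.930 for P-PM vs P-LM, 0.933 for P-LM vs H-LM and 0.931 for P-PM vs H-PM. This 0 reflects what the test can detect with 1 library per group and not an absence of differences, because on simulated data it called 0 of 200 genes that had been changed by a log2 fold change of 1.5. The test was set as the main one after its result, and that of a version with the variance taken as known, had been seen. The latter moved the numbers most, to 1470, 1794, 1200 and 1402 genes in the same order, and was chosen after seeing the data. Without any test, an absolute log2 fold change above 0.5 was reached by 2255 genes in H-PM vs H-LM, 2199 in P-PM vs P-LM, 1333 in P-LM vs H-LM and 1762 in P-PM vs H-PM.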

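A location effect was found for 679 genes in the additive limma fit over the 4 libraries (adjusted P-value under 0.05), of which 268 were higher in PM and 411 were higher in LM. Here each breed stands in for a replicate of the other (no replicates within a breed). On simulated data the same fit found 100% of 200 changed genes, and 11.1% of its location calls were false. With the same error term, leaving out the filter on low RPKM lowered the number most, to 318 genes. With the breed difference itself as the error it was 188 genes. The comparisons of 2 libraries, whose test lacks the power to call single genes, gave 0 genes in either breed. The paper's S1 Excel file lists 336 genes over both breeds, and 168 of them are in the lists of both.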

In Experiment 1, a total of 336 genes were differentially expressed between LM and PM. 

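The RPKM values had the direction printed in the paper's S1 Excel file for 246 of its 246 genes in H-PM vs H-LM (93 higher in PM, 153 higher in LM, no replicates) and for 258 of its 258 genes in P-PM vs P-LM (110 higher in PM, 148 higher in LM). The test of each pair of libraries by itself called 0 genes in each breed, as it did among the 200 genes changed in simulated data. With the moderated variance of the additive limma fit in its place, 208 genes passed an adjusted P-value of 0.05 in the H breed and 138 in the P breed, and 122 were common to both. Taking the variance as known, a setting chosen after seeing the data, moved the numbers most, to 1470 and 1794 genes with 782 in common. The moderated variance of the additive fit is shared by both breeds and is smaller where their location changes agree. The 122 genes it gave in common are therefore in part built into that test. Of the 78 genes that the paper lists in the H breed alone, 77 had the same direction in the P breed, and of the 90 listed in the P breed alone, 66 had the same direction in the H breed.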

Of these, 246 genes were significantly affected in the H breed, and 258 genes were significantly affected in the P breed (Fig 2B). Many fewer genes were found to be significantly different between breeds in Experiment 2. 

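A breed effect was found for 8 genes in the additive limma fit over the 4 libraries (adjusted P-value under 0.05, no replicates within a location), 5 of them higher in P and 3 higher in H, beside 679 genes with a location effect in the same fit. These are largely not the 8 genes shared by the paper's lists. Of the shared genes, ALB, RPS23, RPS6, MYH7B, RPL37 and LOC101792412 were not past 0.05 in this fit. Their adjusted P-values for breed ran from 0.0965 for ALB to 0.246 for RPL37 and LOC101792412. In lists of tissue markers written before the files arrived, ALB is a liver marker and LOC101792412 a blood marker. With the filter on low RPKM left out the fit gave 0 genes, and with robust empirical Bayes, chosen after seeing the data, 15. An absolute log2 fold change above 0.5 separated the breeds for 1333 genes in LM and 1762 in PM, and the locations for 2255 genes in H and 2199 in P.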

Only 8 genes were differentially expressed between the two duck breeds (Fig 2C). 

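In the paper's S1 Excel file the list for P-LM vs H-LM has 20 genes (4 higher in P, 16 higher in H) and the list for P-PM vs H-PM has 54 genes (42 higher in P, 12 higher in H). The lists share 8 genes, all with the same direction at both locations, and hold 66 genes together. The RPKM values had the listed direction for 20 of 20 and 54 of 54 genes (no replicates). The test of 2 libraries called 0 genes at both locations, and it cannot call single genes at 1 library per group. With the variance taken as known, a setting chosen after seeing the data, this number rose to 411, and under a fixed coefficient of variation of 0.2 it was 58.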

All of the DEGs are listed in the S1 Excel file. 

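The log2 fold changes printed in the S1 Excel file differ from the log2 ratios of the RPKM values by a constant in each comparison. The RPKM ratio was higher by 0.0369 in H-PM vs H-LM, 0.0386 in P-PM vs P-LM, 0.0284 in P-LM vs H-LM and 0.0225 in P-PM vs H-PM. This held within 0.001 for 237, 246, 19 and 36 genes (no replicates). They are all of the listed genes with an RPKM above 0 and an adjusted read count of at least 1 in both libraries. Among the paper's log2 fold changes, 183 of 246, 199 of 258, 1 of 20 and 36 of 54 have an absolute value above 0.5, and the smallest absolute values are 0.1249, 0.0863, 0.147 and 0.173 in the same order.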

As expected, the majority of gene expression changes occurred between LM and PM, and these data indicate that muscle location rather than breed differentiation is mainly responsible for muscle disposition differences (S1 Fig).

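On the log2(RPKM + 1) scale over 13098 genes, location accounted for 49.7% of the variance between the 4 libraries, breed for 31.2% and their interaction, the only measure of noise in this design, for 19.2% (no replicates). The 95% bootstrap intervals over genes were 47.4% to 52.1%, 29.1% to 33.3% and 18.0% to 20.3%. The share of location changed most over the 355 genes of the paper's lists alone, which were selected as changed, to 63.4% with 27.1% for breed, a set chosen after seeing the data. With genes of at least 10 RPKM in every library, also chosen then, it was 60.8%. Across genes, which are not independent replicates, the Pearson correlation between the breeds was 0.983 in LM and 0.972 in PM (Spearman 0.987 and 0.980). Between the locations it was 0.970 in H and 0.966 in P (Spearman 0.975 and 0.973). With a pseudocount of 0.1, chosen after seeing the data, the correlation between the breeds in PM was 0.932, below that between the locations in H, 0.938. The log2 fold changes between locations in H and in P, which share no library, had a Pearson correlation of 0.446 across genes, and those between breeds in LM and in PM had 0.243. From the larger number of changes between LM and PM, the paper concludes that muscle location contributes more than breed to the differences in muscle.

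**Figure D1:**
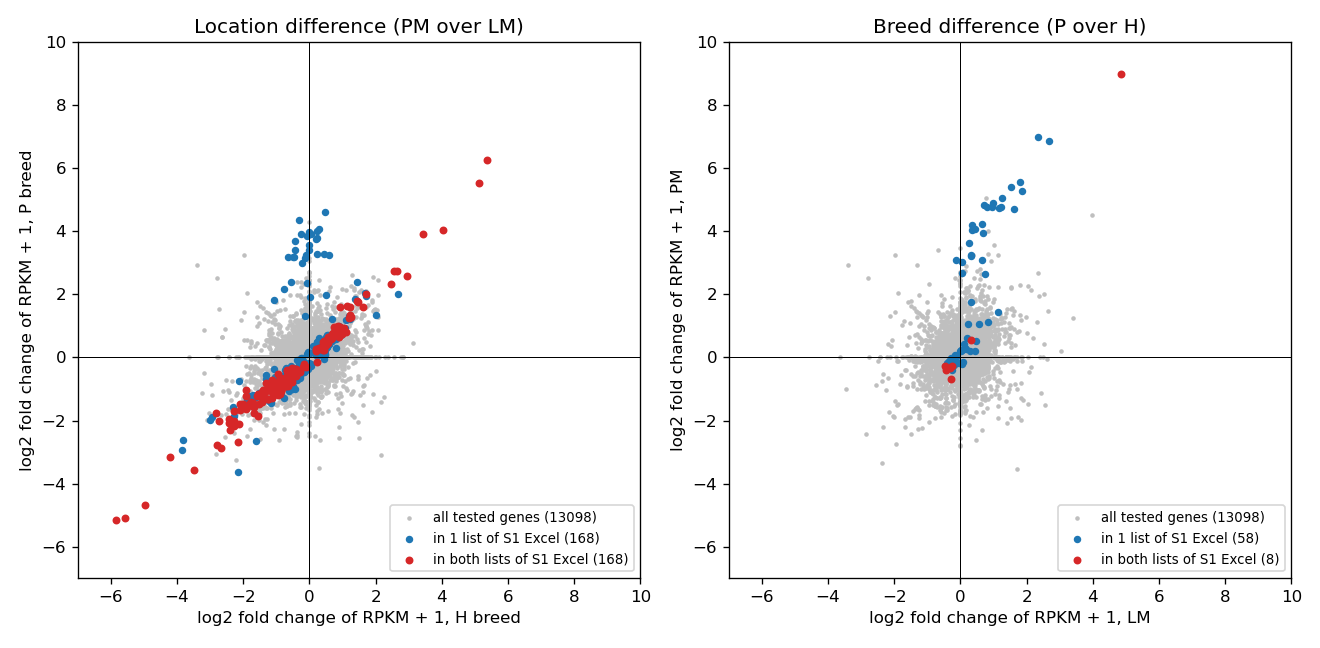
Log2 fold changes of RPKM + 1 between locations in the H breed (x axis) and the P breed (y axis) in the left panel, and between breeds in LM (x axis) and PM (y axis) in the right panel, with 1 point per gene and 1 library per group. Grey points are all 13098 tested genes, blue points are genes in 1 of the lists of S1 Excel for that experiment and red points are genes in both. The location changes of H and P have a Pearson correlation of 0.446 across genes, and the breed changes of LM and PM have 0.243.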

**Fig 2:**
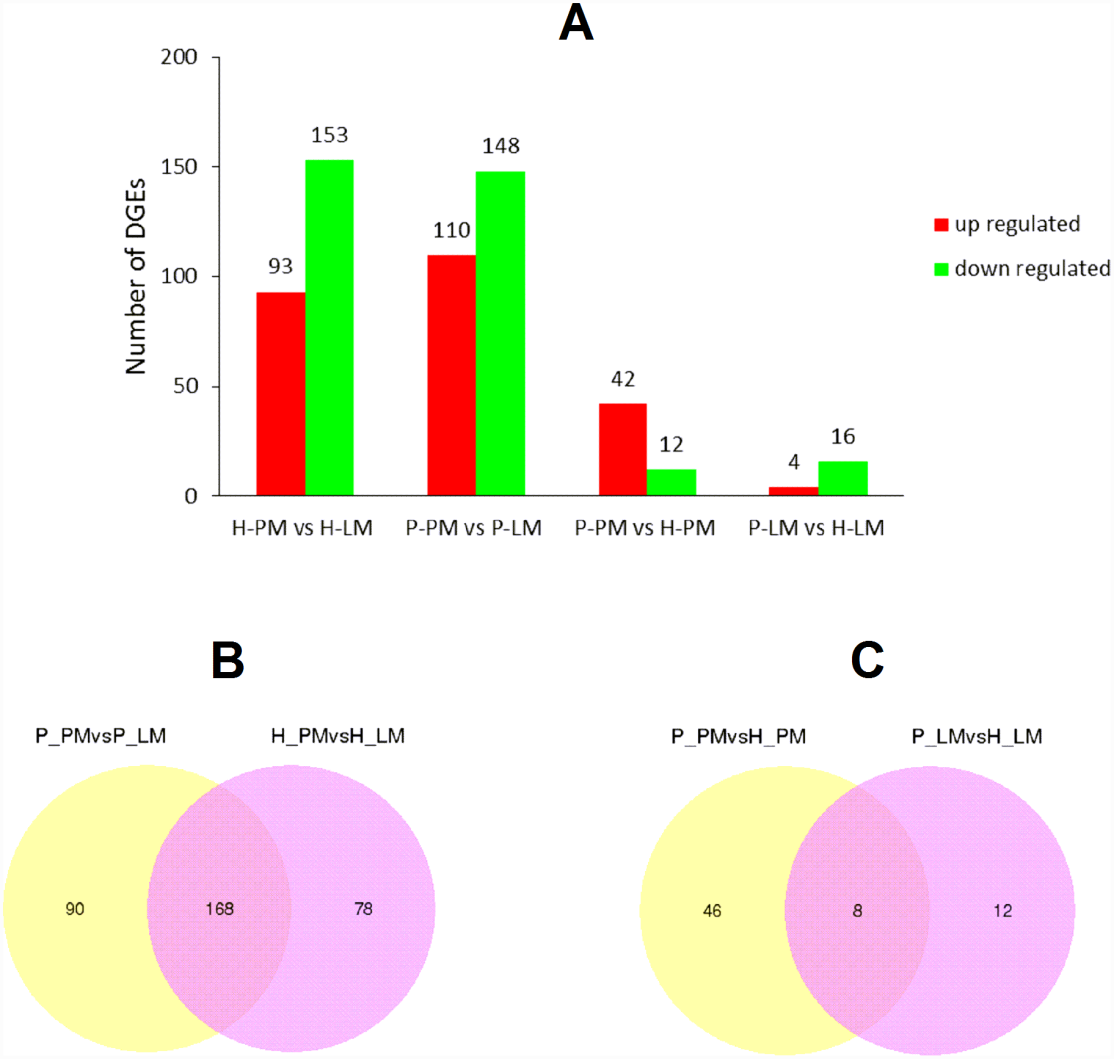
The distribution of DEGs in each library. A: The numbers of differentially expressed genes in each comparison. The up-regulated genes are shown in red, whereas the down-regulated genes are shown in green. “A” was the control group, and “B” was the experimental group in “A vs B”. B. The distribution of DEGs that were found to be commonly and specifically expressed between locations in Experiment 1. C. The distribution of DEGs that were found to be commonly and specifically expressed between breeds in Experiment 2.

### Validation of DEGs by RT-PCR

To confirm the differentially expressed genes from the RNA-Seq data, 15 genes (ACTA1, ACTC1, ANGPT2, APOBEC0, EEF1A1, ENO1, FBLN5, LOC101792412, HOXA6, LAMB2, PENK, RET, RPSS35, RSPO3, and SEMA3C) were chosen randomly and measured by real-time PCR. Only EEFIA1 and LOC101792412 were common between Experiment 1 and Experiment 2. 

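EEF1A1 (ENSAPLG00000009349) had 10192 RPKM in H-LM, 10251 in H-PM, 9385 in P-LM and 10264 in P-PM (no replicates). Its log2 fold change was 0.129 in P-PM vs P-LM (95% interval from read sampling 0.117 to 0.142) and -0.119 in P-LM vs H-LM (-0.131 to -0.107), the comparisons in which the paper's S1 Excel file lists it. LOC101792412 (ENSAPLG00000016406) had 5900, 4067, 4258 and 3351 RPKM in the same order of libraries. It is listed in all 4 comparisons, with log2 fold changes from the RPKM values of -0.536 in H-PM vs H-LM, -0.345 in P-PM vs P-LM, -0.471 in P-LM vs H-LM and -0.279 in P-PM vs H-PM. LOC101792412 is also on a list of blood markers written before the files arrived. HBM, the other blood marker named in S1 Excel, changed by -0.644, -0.482, -0.377 and -0.214 in the same order. Whether the pools differed in their amount of blood RNA was not tested. ENO1 (ENSAPLG00000009948) had 1978, 1682, 1634 and 1584 RPKM. It is listed in H-PM vs H-LM, where its log2 fold change was -0.233 (-0.263 to -0.205), and in P-LM vs H-LM, where it was -0.276 (-0.304 to -0.248). In the additive limma fit the breed effect had an adjusted P-value of 0.862 for EEF1A1, 0.246 for LOC101792412 and 0.477 for ENO1. Median-of-ratios scaling of the RPKM values moved the change of EEF1A1 in P-PM vs P-LM from 0.129 to 0.0918.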

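The RT-PCR values are not in the files analysed here, which hold the sequencing side of the comparison. HOXA6 (ENSAPLG00000011384) rose from LM to PM, from 27.7 to 66.3 RPKM in H and from 27.1 to 66.8 RPKM in P (no replicates), a location log2 fold change of 1.248 (standard error 0.0799, adjusted P-value 0.00206 in limma). ANGPT2 and PENK were also higher in PM in both breeds, with location log2 fold changes of 0.954 and 1.61 (adjusted P-values 0.00423 and 0.00186). ACTA1 (ENSAPLG00000004146) fell from LM to PM, from 825 to 303 RPKM in H and from 939 to 349 RPKM in P, a location log2 fold change of -1.43 (standard error 0.0606, adjusted P-value 0.000548). APOBEC2, FBLN5, PRSS35, RET, RSPO3 and SEMA3C were lower in PM in both breeds, with location log2 fold changes from -2.00 for RSPO3 to -0.834 for APOBEC2. The change of ACTC1 was -0.217 (adjusted P-value 0.188), not past 0.05. A pseudocount of 0.1, chosen after seeing the data, moved RET most, from -2.09 to -2.94 in H-PM vs H-LM. The paper sets the sequencing values beside the RT-PCR profiles of the same genes and takes their resemblance as evidence that the sequencing data are reliable.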

The RT-PCR expression profiles of the fifteen genes closely resemble the expression pattern obtained from the DGE results (Fig 3), except that some genes have a different relative expression level on DGE at a specific muscle tissue. The RT-PCR expression profiles therefore indicate the reliability of the RNA-Seq data.

**Fig 3:**
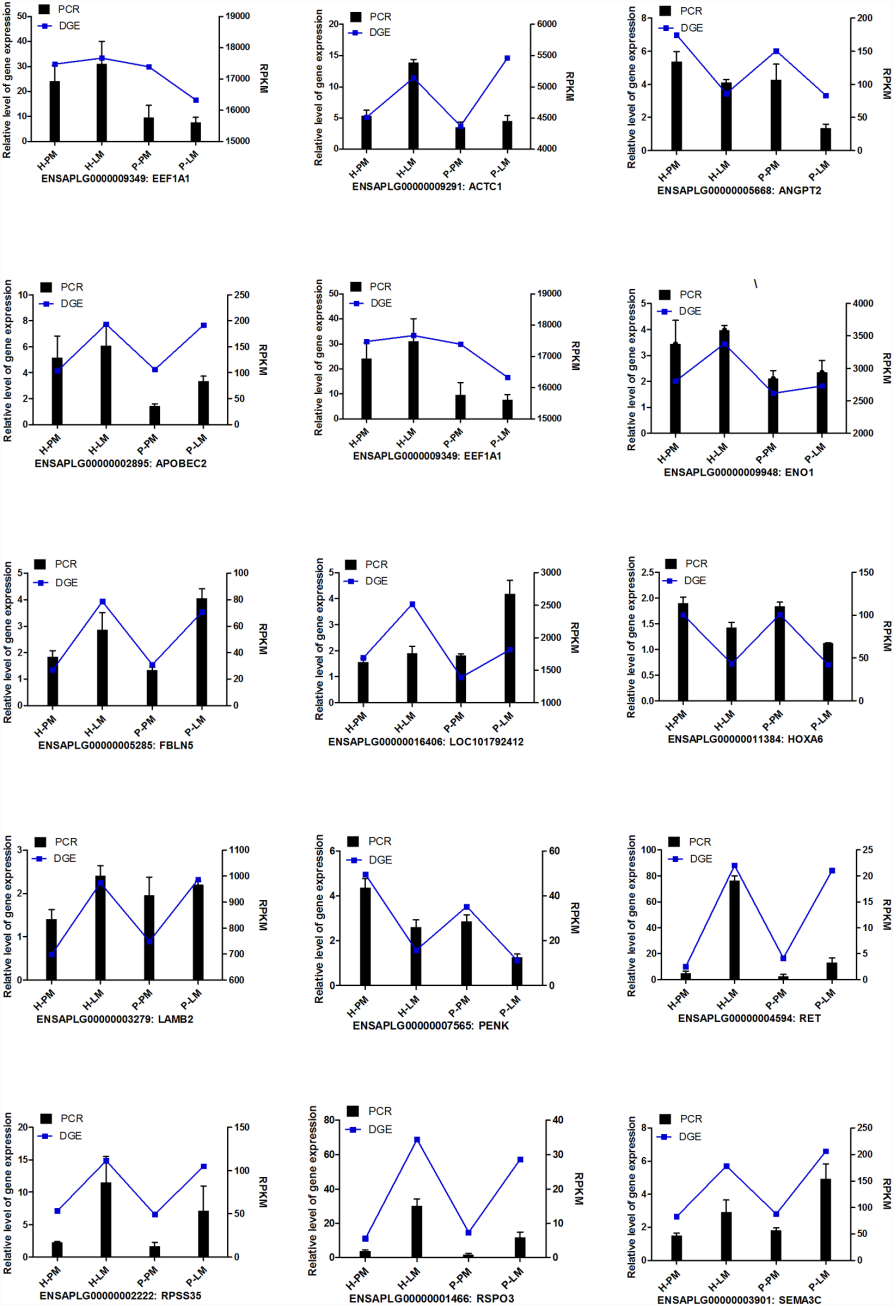
RT-PCR validates the correction of RNA-Seq. The relative expression levels were calculated using β-actin and GAPDH as the internal controls. RPKM: the number of reads per kilo bases per million reads (RPKM).

### DEGs involved in myogenesis and muscle metabolism

Studies have showed that many genes are involved in myogenesis and muscle metabolism. Some key genes related to skeletal muscle development are listed in Table 2. 

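MYH7B (ENSAPLG00000011220) had 244 RPKM in H-LM, 49.8 in H-PM, 301 in P-LM and 74.2 in P-PM (no replicates). Its log2 fold change of PM over LM was -2.27 in H and -2.01 in P, with 95% intervals of the log2 ratio from read sampling of -2.37 to -2.22 and -2.08 to -1.96. The location effect in the additive limma fit was -2.14 (standard error 0.0841, adjusted P-value 0.000394). MYH15 (ENSAPLG00000004420) had 37.7, 22.4, 38.4 and 20.0 RPKM in the same order and a location effect of -0.816 (standard error 0.0969, adjusted P-value 0.0102). Among the light chains, MYL1 (ENSAPLG00000004615) fell from LM to PM, from 3272 to 2263 RPKM in H and from 3409 to 2172 RPKM in P, a location effect of -0.591 (adjusted P-value 0.0110). MYL3 (ENSAPLG00000005814) fell from 761 to 213 RPKM in H and from 797 to 288 RPKM in P (-1.65, adjusted P-value 0.00169), and MYL10 (ENSAPLG00000001296) fell from 1311 to 517 RPKM in H and from 1421 to 698 RPKM in P (-1.18, adjusted P-value 0.00306). All of these genes were higher in LM than in PM in both breeds. The largest shift under another setting was that of MYL1 in P, from -0.650 to -0.688 with median-of-ratios scaling.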

Our data reveal that two myosin heavy-chain isoforms (MYH7b and MYH15) and three myosin light-chain isoforms (MYL1, MYL3 and MYL10) were highly expressed in either LM or PM with the same breed. 

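For MYH7B (ENSAPLG00000011220) the log2 fold change of P over H was 0.306 in LM (301 against 244 RPKM, 95% interval of the log2 ratio from read sampling 0.268 to 0.346) and 0.567 in PM (74.2 against 49.8 RPKM, 0.486 to 0.667; no replicates). Its breed effect in the additive limma fit was 0.436 with an adjusted P-value of 0.213, not past 0.05. MYL10 was higher in P-PM than in H-PM by a log2 fold change of 0.431 and is also in the paper's list for that comparison. MYH15 differed between the breeds by 0.0262 in LM and by -0.160 in PM, and is in neither list of Experiment 2. Median-of-ratios scaling took the value of MYL10 in PM to 0.405.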

However, only MYH7b was common between Experiment 1 and Experiment 2 and was up-regulated in the P breed compared to the H breed. 

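The 6 collagen genes were lower in PM than in LM in each breed. COL1A2 (ENSAPLG00000011169) had 2115 RPKM in H-LM, 1067 in H-PM, 2074 in P-LM and 1090 in P-PM (no replicates), and a location effect of -0.957 in the additive limma fit (standard error 0.0649, adjusted P-value 0.00227). COL9A1 (ENSAPLG00000012787) had the lowest RPKM, 12.8, 1.55, 12.2 and 2.10 in the same order, from 275, 25, 223 and 38 reads, and a location effect of -2.26 (standard error 0.192, adjusted P-value 0.00422). The location effects of COL11A1, COL12A1, COL14A1 and COL5A2 were -1.06, -0.545, -1.32 and -0.557, with adjusted P-values of 0.0110, 0.0257, 0.00109 and 0.0151. Of the 18 genes that the S1 Excel file describes as collagens, 17 were lower in PM in H and 17 in P, with a median log2 fold change of -0.993 in H and -0.904 in P. These 18 genes are known by name only because they are in the lists, so no test against other genes was made. COL9A1, COL11A1, COL2A1, COL9A3 and COL11A2 among them are also on a list of cartilage markers written before the files arrived. A different amount of cartilage RNA in the LM and PM pools may therefore contribute to their changes. A pseudocount of 0.1, chosen after seeing the data, moved COL9A1 in H from -2.43 to -2.96.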

We also observed that some important genes that have been implicated in collagen fibril organization and biosynthetic processes, such as COL11A1, COL12A1, COL14A1, COL1A2, COL5A2 and COL9A1, were down-regulated in PM compared to LM. 

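TNNI2 (ENSAPLG00000011264) fell from 1453 to 1041 RPKM in H and from 1397 to 1062 RPKM in P when PM was compared with LM (no replicates). TNNT3 (ENSAPLG00000011980) fell from 1886 to 1349 RPKM in H and from 1810 to 1204 RPKM in P. The tropomyosins changed more, TPM2 (ENSAPLG00000004483) from 411 to 193 RPKM in H and from 430 to 241 RPKM in P, and TPM3 (ENSAPLG00000015228) from 800 to 381 RPKM in H and from 831 to 464 RPKM in P. In the additive limma fit the location effects were -0.438 for TNNI2, -0.535 for TNNT3, -0.960 for TPM2 and -0.955 for TPM3, with adjusted P-values of 0.0209, 0.0128, 0.00409 and 0.00374. The 95% interval of the log2 ratio from read sampling in H was -0.534 to -0.427 for TNNI2 and -1.20 to -0.991 for TPM2. With median-of-ratios scaling the value of TNNT3 in P went from -0.587 to -0.625.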

Of troponins and tropomyosins, TNNI2, TNNT3, TPM2 and TPM3 exhibited similar profiles with high expression in LM. Additionally, angiopoietin 2 (ANGPT2) and platelet-derived growth factor (PDGH), which are involved in the PI3K/AKT signaling pathway, were up-regulated in PM. 

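ANGPT2 (ENSAPLG00000005668) rose from 41.0 to 84.9 RPKM in H and from 39.5 to 73.3 RPKM in P from LM to PM (no replicates). Its location effect in the additive limma fit was 0.954 (standard error 0.0812, adjusted P-value 0.00423). PDGFC (ENSAPLG00000012486) rose from 32.4 to 57.6 RPKM in H and from 36.9 to 69.5 RPKM in P, a location effect of 0.852 (standard error 0.0797, adjusted P-value 0.00554). PDGFD (ENSAPLG00000009485) rose from 205 to 331 RPKM in H and from 215 to 331 RPKM in P (0.655, standard error 0.0627, adjusted P-value 0.00563). Scaling by median of ratios brought the log2 fold change of PDGFD in P from 0.622 down to 0.584.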

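In LM, RPS6 (ENSAPLG00000004889) had 3433 RPKM in H and 2611 in P, RPS23 (ENSAPLG00000005415) had 2896 and 2140, and RPL37 (ENSAPLG00000013005) had 3336 and 2700 (no replicates). In PM they had 3523 and 2766, 3292 and 2490, and 3545 and 2841 RPKM. Their breed effects in the additive limma fit were -0.372, -0.419 and -0.312, with adjusted P-values of 0.194, 0.168 and 0.246, none of them past 0.05. Of the 66 genes in the paper's lists for Experiment 2, 13 are described there as ribosomal proteins, 10 of them in the list for LM and 6 in the list for PM. In LM, 11 of these 13 genes were lower in P, and their median log2 fold change was -0.223 (95% bootstrap interval over genes -0.344 to -0.148). In PM, 8 were lower and 5 higher in P, with a median of -0.0417 (-0.162 to 0.0822). These genes are known by name only because they are in the lists, so the medians are not those of all ribosomal protein genes. Median-of-ratios scaling, chosen for this set after seeing the data, moved the median in PM to -0.0674.

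**Figure D2:**
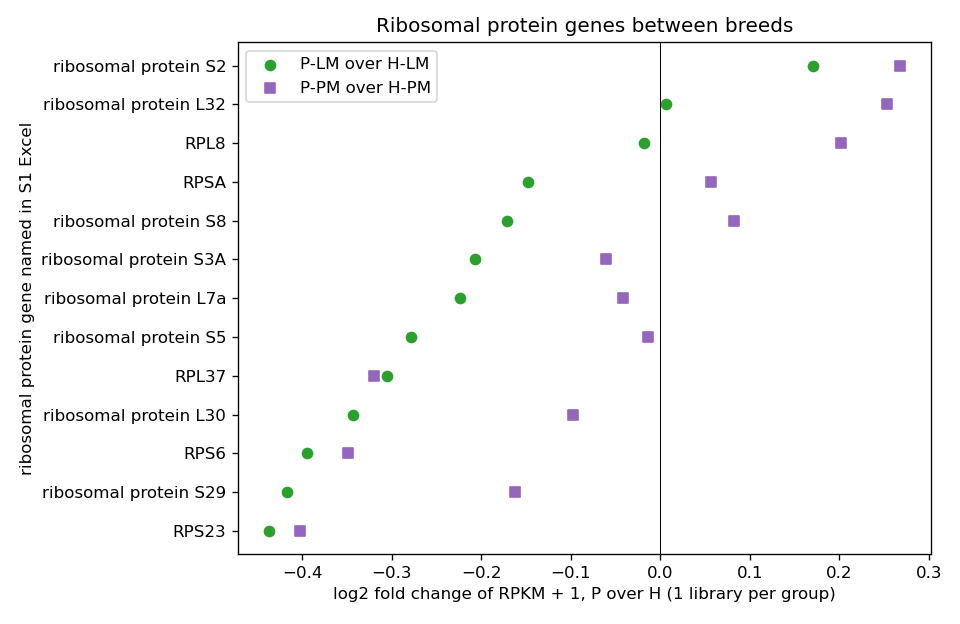
Log2 fold change of RPKM + 1 of P over H (x axis) for the 13 ribosomal protein genes named in S1 Excel (y axis), with circles for LM and squares for PM and 1 library per group. In LM 11 of the genes lie below 0, with a median of -0.223, and in PM the genes lie on both sides of 0, with a median of -0.0417.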

In Experiment 2, DEGs were mainly concentrated in ribosome proteins (RPS6, RPS23, RPL36, etc.).

**Table 2:** Some key different expression genes in myogenesis.

Gene Description	Gene Symbol	log2.Fold-change	q-value	log2.Fold-change	q-value	GeneBank ID
In experiment 1		H-PM VS H-LM		P-PM VS P-LM		
angiopoietin 2	ANGPT2	1.0141	1.81E-06	0.85283	0.000386	NW_004676321.1
collagen type XI alpha 1	COL11A1	-1.3764	6.91E-25	-0.86086	3.15E-10	NW_004678344.1
collagen type XII alpha 1	COL12A1	-0.72494	6.77E-26	-0.44991	5.60E-09	NW_004678503.1
collagen type XIV alpha 1	COL14A1	-1.4077	2.66E-72	-1.3223	6.88E-65	NW_004677473.1
collagen type I alpha 2	COL1A2	-1.0238	0	-0.96764	0	NW_004676428.1
collagen type V alpha 2	COL5A2	-0.6992	1.14E-38	-0.49349	8.29E-20	NW_004676457.1
collagen type IX alpha 1	COL9A1	-3.0763	1.08E-05	-2.5744	0.000195	NW_004676356.1
catenin (cadherin-associated protein) beta 1 88kDa	CTNNB1	0.15351	0.014254	0.22862	1.17E-05	NW_004676826.1
fibrillin 1	FBN1	-0.98987	8.26E-47	-1.4004	1.18E-10	NW_004677012.1
fibronectin 1	FN1	-0.61995	1.19E-49	-0.43585	1.75E-24	NW_004677206.1
laminin alpha 2	LAMA2	-0.5056	0.0009325	-0.48159	0.001914	NW_004676361.1
laminin gamma 1 (formerly LAMB2)	LAMC1	-0.4805	8.27E-08	-0.39883	2.74E-05	NW_004676361.1
myosin binding protein C slow type	MYBPC1	-0.88953	5.39E-40	-0.68899	3.10E-63	NW_004677175.1
myosin heavy chain 15	MYH15	-0.7855	0.0012092	-1.0649	1.43E-55	NO
myosin heavy chain 7B cardiac muscle beta	MYH7B	0.27897	3.23E-06	0.55354	5.52E-05	NW_004676474.1
myosin light chain 1 alkali; skeletal fast	MYL1	-0.56895	5.75E-42	-1.2408	3.46E-17	NO
myosin light chain 10 regulatory	MYL10	-1.3777	1.61E-78	-1.1201	3.10E-63	NO
myosin light chain 3 alkali; ventricular skeletal slow	MYL3	-1.8743	2.79E-40	-1.5084	1.81E-30	NO
platelet derived growth factor C	PDGFC	0.79091	0.032477	0.87484	0.002869	NW_004676768.1
platelet derived growth factor D	PDGFD	0.654	4.22E-07	0.58563	6.43E-06	NW_004676396.1
paired-like homeodomain 1	PITX1	-4.7263	0.016084	-6.5449	0.005697	NW_004676932.1
T-box 4	TBX4	-5.0117	0.0033295	-5.1144	0.001713	NW_004676627.1
troponin I type 2 (skeletal fast)	TNNI2	-0.51741	1.68E-10	-0.43453	5.48E-07	NW_004677025.1
troponin T type 3 (skeletal fast)	TNNT3	-0.52011	7.13E-20	-0.62634	1.80E-27	NO
tropomyosin 2 (beta)	TPM2	-1.1299	1.78E-16	-0.87145	8.30E-11	NO
tropomyosin 3	TPM3	-1.1068	3.08E-24	-0.88126	1.03E-16	NW_004679752.1
Vitronectin	VN			2.5132	2.45E-08	NW_004677611.1
In experiment 2		P-LM vs H-LM		P-PM vs H-PM		
myosin heavy chain 7B cardiac muscle beta	MYH7B	0.27897	3.23E-06	0.55354	5.52E-05	NW_004676474.1
ribosomal protein S6	RPS6	-0.42312	2.117E-16	-0.3713	1.67E-13	NW_004676570.1
ribosomal protein S23	RPS23	-0.46496	5.876E-10	-0.42509	4.90E-10	NW_004676406.1
60S ribosomal protein L37	RPL37	-0.33357	0.0012533	-0.34194	8.10E-05	NW_004677806.1

NO: there is not sequence number for the gene in NCBI.

### Functional and pathway analysis of DEGs

After identifying all of the genes differentially expressed between the two breeds, we annotated the sequences using the Gene Ontology (GO) database (http://www.geneontology.org/) to investigate changes in the patterns of gene expression between locations and breeds. In the H-PM vs H-LM library, 1563 sequences could be classified into 47 secondary level categories (correct P-value <0.001) (Fig 4A). In the P-PM vs P-LM library, 1927 sequences could be categorized into 60 functional groups (Fig 4B). In Experiment 1, “Multicellular organismal process” and “single-multicellular organism process”, “extracellular region” and “calcium ion binding” were found to be dominant in the three corresponding categories. This experiment demonstrated that skeletal muscle location differences are conserved between the Peking duck breed and the Heiwu duck breed. 

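The log2 fold change between locations had the same direction in both breeds for 992 (85.2%) of the 1165 genes whose absolute log2 fold change was above 0.5 in H and in P (no replicates). Among genes with at least 10 RPKM in every library, a filter chosen after seeing the data, this held for 253 (97.3%) of 260. For the breed difference the direction was the same in LM and PM for 426 (70.5%) of 604 genes, and for 38 (86.4%) of 44 with at least 10 RPKM. Of the 168 genes that the paper lists in both breeds, 167 have the same direction in its S1 Excel file. The test of a breed-by-location interaction gave 0 genes, with a smallest adjusted P-value of 0.999936, and like the comparisons of 2 libraries it has no power in this design. The share of the interaction in the variance was lowered from 19.2% to 14.1% with only genes of at least 10 RPKM, and to 9.56% with only the genes of the paper's lists, a set chosen after seeing the data. A pseudocount of 0.1, also chosen then, raised the share to 23.6%. From the functional categories common to the lists of both breeds, the paper concludes that the location differences are conserved between the breeds.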

On the other hand, in Experiment 2, 99 and 128 sequences were classified into 12 and 13 secondary functional categories, respectively (Fig 4C and 4D). Only the category “translation” was significantly classified into “biological process” (correct p-value <0.001). The GO analysis showed that the DEGs identified in this study span a broad range of functions and cellular processes.of the identified genes are involved in various processes.

**Fig 4:**
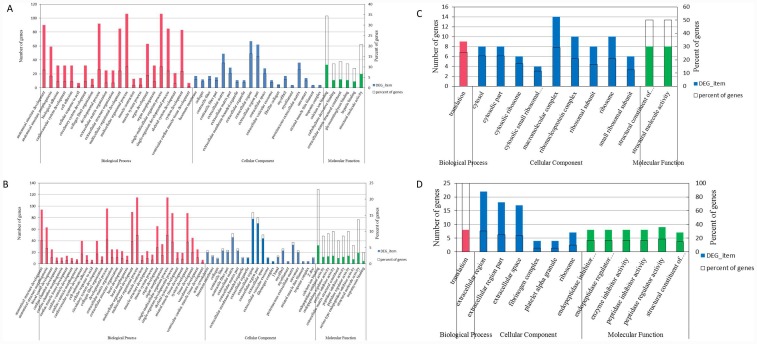
Histogram presents gene ontology classification. The left axis indicates the percentage of the specific category of genes in the main category. The right axis indicates the number of genes in a category. A, B, C and D represent the H-PM vs H-LM.GO, P-PM vs P-LM.GO, P-LM vs H-LM.GO, and P-PM vs H-PM.GO, respectively.

The KEGG data were used to better identify the active biological pathways in the DGE libraries; only significantly enriched genes were displayed in this study (P-value <0.05). In the H-LM vs H-PM libraries, differentially expressed genes were significantly assigned to 10 pathways (Table 3). A total of 11 pathways were significantly enriched in the P-LM vs P-PM library. In Experiment 1, Focal adhesion, the PI3K-Akt signaling pathway and ECM-receptor interaction are the top three pathways. Comparing across breeds in Experiment 2, however, only the ribosome pathway was detected as having differentially expressed components in both muscle locations (Table 3).

**Table 3:** The significant pathways (P<0.05) from KEGG pathway analysis of DEGs.

Pathway item	ID	Sample number	Background number	P-Value	Corrected P-Value
**H-PM VS H-LM**					
Focal adhesion	mmu04510	26	206	4.44E-16	5.91E-14
PI3K-Akt signaling pathway	mmu04151	25	356	8.17E-10	5.43E-08
ECM-receptor interaction	mmu04512	22	87	0	0
Protein digestion and absorption	mmu04974	18	88	2.89E-15	2.56E-13
Amoebiasis	mmu05146	13	120	7.07E-08	2.69E-06
Hypertrophic cardiomyopathy (HCM)	mmu05410	12	86	1.28E-08	6.83E-07
Dilated cardiomyopathy	mmu05414	12	90	2.17E-08	9.63E-07
Cardiac muscle contraction	mmu04260	9	79	4.90E-06	0.000162783
Tight junction	mmu04530	8	138	0.001771256	0.049590264
Malaria	mmu05144	5	55	0.001864296	0.049590264
**P-PM VS P-LM**					
Focal adhesion	mmu04510	21	206	4.74E-11	4.21E-09
PI3K-Akt signaling pathway	mmu04151	20	356	2.85E-06	9.46E-05
ECM-receptor interaction	mmu04512	16	87	1.15E-12	3.06E-10
Protein digestion and absorption	mmu04974	15	88	1.86E-11	2.47E-09
Hypertrophic cardiomyopathy (HCM)	mmu05410	12	86	2.09E-08	1.39E-06
Complement and coagulation cascades	mmu04610	11	77	6.34E-08	3.37E-06
Dilated cardiomyopathy	mmu05414	11	90	3.25E-07	1.44E-05
Cardiac muscle contraction	mmu04260	10	79	8.04E-07	3.06E-05
Amoebiasis	mmu05146	10	120	3.53E-05	0.001042685
Tight junction	mmu04530	9	138	0.000546591	0.014539316
Thyroid cancer	mmu05216	4	29	0.001325109	0.032043544
**P-LM VS H-LM**					
Ribosome	mmu03010	10	161	1.22E-15	3.25E-13
**P-PM VS H-PM**					
Complement and coagulation cascades	mmu04610	10	77	3.50E-12	9.31E-10
Ribosome	mmu03010	6	161	0.000126348	0.016804306

## Discussion

Although some DEGs between skeletal muscles have recently been identified in several species, such as pigs [18, 19], mice [20], turkey [8], sheep [21], and dog [22], the molecular mechanism underlying muscle development in duck remains unclear. Here, we analyzed the DEGs between duck breeds with different growth rates using RNA-Seq technology. P and H specimens with the same embryo day and different growth rates were used as our study animals. In poultry, the form of secondary myofibers, which accounts for the majority of skeletal muscle fibers, happened from E8 to E16 stage [23]. Meanwhile, our phenotypic data shown that leg muscle weight: embryo weight ratio is only significantly different between H and P breeds at E15 (Fig 1D). Gu et al’s research indicated that from E13 to E19 is the fastest growth stage of Peking duck pectoral muscle in embryo [24]. Based on these acknowledge, we believe E15 is the proper day to investigate DEGs between locations and breeds. The goal of the current study was to identify global genes and pathways affecting duck skeletal muscle deposition between locations and breeds.

This study was specifically designed to identify DEGs between two duck breeds and two muscle locations within a breed rather than assessing differences between individuals. Therefore data analysis was performed on data collected from mixed sample pools comprised of tissues from 5 individuals. This design allowed us to analyze genetic data from 5 individuals of each duck breed at once, thereby providing us with a cost-effective way to minimize the possibility of identifying individual-specific DEGs rather than the desired breed-specific DEGs. Confirmation of the RNA-seq results with RT-PCR experiments provides greater confidence in DEGs identified. We acknowledge that this experimental design, while commonly employed, does not yield biological or technical replicates and all conclusions were drawn with this in mind.

### Analysis of library data

According to the muscle weight data, it is clear that dramatic phenotypic differences exist between LM and PM and between P and H. One phenotypic example is that PM has a higher degree of protein metabolism (high expression level of mTOR, S6K, FoxO1, MuRFbx and MAFbx), mainly in response to a higher growth rate, than LM in the Peking duck [14]. Any phenotypic differences may be associated with differentially expressed genes between the two locations or the two breeds. As a powerful tool, RNA-Seq was used to index these DEGs between LM and PM in both of the ducks. A total of 15 genes were randomly selected to verify the accuracy and repeatability of the sequence data using RT-PCR. Although all 15 genes have the same expression pattern between RT-PCR and DGE data, some genes have a different expression level between RT-PCR and DGE at a specific muscle tissue. This may be due to that the 2^-ΔΔCt^ analysis has less accurate than RNA-Seq technology, especially for lowly expressed gene. Compared with RT-PCR, the fold changes of these gene expressions were larger when measured by RNA-Seq. In addition, 4 of 15 genes were low-expressed genes, including FBLN5, PENK, RET and RSPO3 (0.76<RPKM<46.28), as verified using RT-PCR. 

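The lowest RPKM among FBLN5, PENK, RET and RSPO3 was 0.761 (RET in H-PM) and the highest was 45.3 (PENK in H-PM; no replicates). RET (ENSAPLG00000004594) had 160, 14, 130 and 26 reads in H-LM, H-PM, P-LM and P-PM, and the 95% Clopper-Pearson interval of its log2 ratio of PM over LM was -4.00 to -2.31 in H and -2.97 to -1.69 in P. RSPO3 (ENSAPLG00000001466) had 250, 31, 177 and 46 reads in the same order, with intervals of -3.18 to -2.05 and -2.43 to -1.45. PENK (ENSAPLG00000007565) had 114, 276, 69 and 221 reads and intervals of 1.38 to 2.02 and 1.30 to 2.11. FBLN5 (ENSAPLG00000005285) had 571, 150, 437 and 194 reads, with intervals of -1.78 to -1.247 and -1.41 to -0.907. On the log2(RPKM + 1) scale RET changed by -2.09 in H, and a pseudocount of 0.1, chosen after seeing the data, made this -2.94.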

This result is probably because the RNA-Seq was more sensitive in determining gene expression levels, particularly for low-abundance transcripts [25]; the same phenomenon has also been reported in other studies [21].

The identification of DEGs between leg muscle and pectoral muscle tissues from 2 different duck breeds indicates that location differences accounted for more of the genetic profile differences than did breed differences. 

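Location accounted for 49.7% and breed for 31.2% of the variance of log2(RPKM + 1) between the libraries, and the additive limma fit found 679 genes with a location effect and 8 with a breed effect (no replicates). The standard deviation of the log2 fold change over all tested genes was 0.498 in H-PM vs H-LM and 0.516 in P-PM vs P-LM, against 0.371 in P-LM vs H-LM and 0.484 in P-PM vs H-PM. A pseudocount of 0.1, chosen after seeing the data, brought the shares closer, to 42.4% for location, 34.0% for breed and 23.6% for the interaction. The paper reasons from the numbers of DEGs that location accounts for more of the differences in expression than breed.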

This result also confirmed that different locations shared many more myogenetic genes and pathways than did different breeds. The functional annotation analysis also presented similar GO biological process terms and KEGG pathways between locations but not between breeds, whereas DEGs matched to only 1 GO biological process (“translation”) and 2 KEGG pathways (“ribosome” and “Complement and coagulation cascades”).

### Function of DEGs implicated in muscle development

Muscle fibers are the basic elements for muscle deposition. In different mammalian breeds, skeletal muscles contain four myosin heavy-chain (MyHC) isoforms, slow/β-, 2a-, 2b- and 2x-MyHC, and three major myosin light-chain (MLC) isoforms, the “slow” MLC1s and the “fast” MLC1f and MLC3f [26, 27]. Based on the expression of the four MyHC gene isoforms, muscle fibers are characterized into four different fiber types: I, IIA, IIB and IIX [28]. In this study, MYH7b was identified as a differentially expressed gene in Experiment 1 and 2. MYH15 was only identified in Experiment 1 (between LM and PM) and down-regulated in PM. 

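The values of MYH15 (ENSAPLG00000004420) rest on 1351, 601, 1173 and 603 reads in H-LM, H-PM, P-LM and P-PM (no replicates). The 95% Clopper-Pearson interval of its log2 ratio of PM over LM was -0.890 to -0.609 in H and -1.09 to -0.800 in P. Between the breeds the interval was -0.0871 to 0.141 in LM, which includes 0, and -0.333 to -0.00181 in PM, and the breed effect in limma had an adjusted P-value of 0.866. Median-of-ratios scaling moved the location change in P from -0.909 to -0.945.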

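The log2 fold changes of PM over LM were -0.532 in H and -0.650 in P for MYL1, -1.83 and -1.47 for MYL3, and -1.34 and -1.03 for MYL10 (no replicates). Between the breeds in PM, MYL10 (ENSAPLG00000001296) had 698 RPKM in P and 517 in H, a log2 fold change of 0.431 with a 95% interval from read sampling of 0.364 to 0.499. The change between the breeds in PM was 0.432 for MYL3 and -0.0591 for MYL1, and neither is in the paper's list for that comparison. The breed effects of MYL10 and MYL3 in the additive limma fit had adjusted P-values of 0.367 and 0.453. Of the alternatives, median-of-ratios scaling moved MYL1 in P-PM vs P-LM the furthest, to -0.688.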

On the other hand, three MYL genes (MYL1, MYL3 and MYL10) were found to be DEGs in Experiment 1, and MYL10 was also up-regulated in P-PM compared to H-PM. All of these variances in the gene profile can provide explanation for the differences in the fiber types in skeletal muscle for different locations and breeds. A previous study identified MYH3 and MYH8 as differentially expressed genes between intact and castrated cattle [29], indicating that these two genes are major genes for muscle fiber properties. We believe that these genes (MYH7b, MYH15, MYL1, MYL3 and MYL10) partially contribute to the difference in skeletal muscle deposition between locations and duck breeds.

The thin filament regulatory proteins troponin and tropomyosin are responsible for striated muscle contractions according to the effect of the intracellular Ca^2+^ concentration. Troponin consists of three subunits [30]: the Ca^2+^-binding troponin C (TNNC), the inhibitory troponin I (TNNI) and the tropomyosin-binding troponin T (TNNT), which interact strongly with each other. Previous studies have suggested that human mutations in TNNT3, TNNI2, and TPM2 increase the contractility of fast-twitch muscle fibers and cause distal arthrogryposis (DAs) disease [31, 32]. During myogenesis in vitro, Troponin I and slow MYBPC isoforms (MYBPC1) had a predominant expression in proliferating human mononucleated myoblasts and myotubes [33], and MYBPC1 is also a novel gene that is responsible for DA1 [34]. 

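MYBPC1 (ENSAPLG00000007103) fell from LM to PM, from 426 to 236 RPKM in H and from 449 to 212 RPKM in P, with log2 fold changes of -0.850 and -1.08 (no replicates). Its location effect in the additive limma fit was -0.964 (standard error 0.0768, adjusted P-value 0.00367). The log2 fold changes of PM over LM in H and P were -0.480 and -0.396 for TNNI2, -0.483 and -0.587 for TNNT3, -1.09 and -0.830 for TPM2, and -1.07 and -0.841 for TPM3. TNNT3 in P moved most under another setting, to -0.625 when the RPKM values were scaled by median of ratios.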

In the current study, these genes (TNNI2, TNNT3, TPM2/3 and MYBPC1) displayed the same profile, being down-regulated in PM. Another down-regulated gene in PM, FBN1, is a member of the homologous molecules family and regulates the structure and function of microfibers and elastic fibers, which provide an extracellular reservoir for inactive growth factor [35]. 

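FBN1 (ENSAPLG00000005565) had 166 RPKM in H-LM, 85.8 in H-PM, 178 in P-LM and 92.5 in P-PM (no replicates). Its log2 fold change was -0.945 in H and -0.936 in P. From 10316, 3983, 9418 and 4838 reads in the same order, the 95% intervals of the log2 ratio were -1.01 to -0.900 in H and -0.994 to -0.894 in P. The location effect was -0.941 (standard error 0.0651, adjusted P-value 0.00239 in limma). The value in P became -0.973 after median-of-ratios scaling.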

Mutations in FBN1 cause an autosomal dominant connective tissue disorder, Marfan syndrome (MFS), which displays variable manifestations in the skeletal, cardiovascular and ocular systems [36, 37]. As the only protein that has been unambiguously implicated in determining limb-type morphologies, Pitx1 is necessary for the normal initiation of hind limb outgrowth as a result of the regulation of Tbx4 expression [38]. 

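TBX4 (ENSAPLG00000008848) had 10.2 RPKM in H-LM and 10.9 in P-LM, from 117 and 107 reads, and 0 reads in H-PM and 0 in P-PM (no replicates). The upper 95% bound of its log2 ratio of PM over LM was -4.54 in H and -4.82 in P, so expression in PM below these levels was not detectable at this depth. PITX1 (ENSAPLG00000005478) had 30.2 RPKM in H-LM and 34.0 in P-LM, from 96 and 92 reads, 0 reads in H-PM and 1 read in P-PM. On the log2(RPKM + 1) scale the location effect in limma was -3.53 for TBX4 (standard error 0.256, adjusted P-value 0.00280) and -4.82 for PITX1 (standard error 0.187, adjusted P-value 0.000394). These sizes depend on the pseudocount, and with 0.1, chosen after seeing the data, the change of TBX4 in P went from -3.58 to -6.79.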

Tbx4, which is exclusively expressed in the hind limb, plays a crucial role in hind limb bud initiation [39]. 

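In LM the log2 fold change of P over H was 0.0930 for TBX4 and 0.164 for PITX1 (no replicates). The 95% intervals of the log2 ratio from read sampling were -0.290 to 0.493 and -0.259 to 0.597, and both include 0. Between the locations PITX1 changed by -4.97 in H and -4.67 in P, and the pseudocount of 0.1 made the value in H -8.25. No measurement of growth is in the files analysed here. The paper takes the genes it found lower in PM, TBX4 and PITX1 among them, as a sign that LM grew faster than PM at E15. From this it infers that leg muscle arises earlier in development.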

Those genes that were down-regulated in PM indicate that duck LM had a higher growth rate than PM at embryonic day 15, indicating that the leg muscle has an earlier developmental origin than does the pectoral muscle. CTNNB1, which is a primary mediator of the WNT/β-catenin signaling pathway, is responsible for skeletal myogenesis involving hypertrophy [40, 41]. A previous study demonstrated that the CTNNB1 gene had an increased expression in Pietrain fetuses compared to that in Duroc fetuses [42], but this gene expression as detected by qRT-PCR did not confirm the results observed with the microarray. 

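CTNNB1 (ENSAPLG00000013465) had 465 RPKM in H-LM, 531 in H-PM, 473 in P-LM and 569 in P-PM (no replicates). Its log2 fold change of PM over LM was 0.190 in H (95% interval of the log2 ratio from read sampling 0.1503 to 0.230) and 0.267 in P (0.228 to 0.307). In the additive limma fit its location effect of 0.228 had an adjusted P-value of 0.115, not past 0.05. Between the breeds the log2 fold change was 0.0240 in LM (-0.0158 to 0.0639) and 0.101 in PM (0.0612 to 0.141). After median-of-ratios scaling the location change in P was 0.229.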

In the present study, we found only CTNNB1 to have a location-special expression pattern. For its breed-specific expression pattern, further studies may be warranted.

### Function of some pathways related to muscle development

Based on the functional annotation analysis of DEGs from different muscle tissues, we identified the predominant differentially expressed genes as being related to focal adhesion, the PI3K-Akt signaling pathway and ECM-receptor interactions for location-specific DEGs in Experiment 1 and as being related to ribosomes for breed-specific DEGs in Experiment 2.

Focal adhesions are integrin-based structures that determine the adhesive behavior of cells in response to cell migration, growth, and differentiation [43, 44]. Fibronectin (FN) and vitronectin (VN) are two common and vital components. We found that FN and VN are location-specific genes and that VN is also a breed-specific gene in PM. 

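FN1 (ENSAPLG00000012652) had 479 RPKM in H-LM, 320 in H-PM, 482 in P-LM and 366 in P-PM (no replicates), a location effect of -0.489 in the additive limma fit (standard error 0.0715, adjusted P-value 0.0199). VN (ENSAPLG00000013948) had 7.38, 4.68, 7.75 and 45.5 RPKM in the same order, from 76, 36, 68 and 394 reads. Its log2 fold change was 2.41 in P-PM vs P-LM and 3.03 in P-PM vs H-PM. In H-PM vs H-LM it was -0.562, and the gene is not in the paper's list for that comparison. The additive fit gave VN a location effect of 0.923 with a standard error of 0.625 and an adjusted P-value of 0.468, not past 0.05. In P-PM vs H-PM, FN1 changed by 0.195 (0.162 to 0.229, 95% interval from read sampling) and is in the paper's list. A pseudocount of 0.1, chosen after seeing the data, changed the value of VN in P-PM vs H-PM to 3.25. VN is also on a list of liver markers written before the files arrived. All 18 of these markers that S1 Excel identifies had their highest RPKM in P-PM, so the changes of VN may belong to that pattern. The paper takes both genes as specific to location and VN as specific to breed in PM.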

Burridge’s review (1988) mentioned that in avian cells, integrin is concentrated even within those focal adhesions lacking FN and indicated that VN is probably another ECM component that binds to integrin [43]. In this study, we found that FN1 and VN had contrasting expression patterns in Experiment 1 for Peking ducks, indicating that their role in skeletal muscle growth warrants further study. 

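In the Peking duck, FN1 fell from 482 RPKM in P-LM to 366 in P-PM, a log2 fold change of -0.396 (95% interval of the log2 ratio from read sampling -0.426 to -0.368, no replicates). VN rose from 7.75 to 45.5 RPKM, a log2 fold change of 2.41 (2.18 to 2.95). In the Heiwu duck both were lower in PM, with log2 fold changes of -0.582 for FN1 and -0.562 for VN (-1.27 to -0.0678). The pseudocount of 0.1 raised the change of VN in P to 2.54. From the opposite directions in P, the paper proposes that the roles of FN1 and VN in muscle growth be studied further.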

The study by Timmons et al (2005) demonstrated that FN1 increased the expression of the Laminin gene family (LAMA4, LAMB1, and LAMC1) by endurance exercise training [45]. LAMA2 and LAMC1 play distinct roles in myogenesis [46]. Mutation in the LAMA2 gene causes merosin-deficient congenital muscular dystrophy (MDC1A) [47]. The differential expression of LAMB1 has been observed during pig muscle development [48] [49], and LAMB1 is a positive factor in the activation of myofiber formation [49]. These DGEs displayed a different expression pattern in Experiment 1, suggesting that the focal adhesion pathway contributes to the difference in skeletal muscle development between locations and that these DGEs could be the main candidate gene for this difference.

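LAMA2 (ENSAPLG00000011890) fell from 46.8 to 33.8 RPKM in H and from 47.2 to 34.7 RPKM in P from LM to PM (no replicates), and its location effect in limma was -0.445 (standard error 0.0809, adjusted P-value 0.0385). LAMC1 (ENSAPLG00000003279) fell from 208 to 153 RPKM in H and from 210 to 164 RPKM in P (-0.400, standard error 0.0649, adjusted P-value 0.0278). The 95% intervals of the log2 ratio from read sampling were -0.554 to -0.384 in H and -0.526 to -0.360 in P for LAMA2, and -0.5005 to -0.387 and -0.415 to -0.305 for LAMC1. For LAMC1 in P, median-of-ratios scaling moved the log2 fold change from -0.358 to -0.396. From these differences the paper proposes that the focal adhesion pathway contributes to the difference in muscle development between locations.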

PI3K is pivotal in growth factor-, insulin- and G protein-mediated signal transduction and is involved in adhesion and migration regulation. In addition, the PI3K/AKT pathway plays an important role in the process of myotube differentiation [50, 51], which is mediated by the dystrophin-glycoprotein complex (DGC). The disruption of DGC induced apoptosis in muscle cell cultures by decreasinged phosphorylation of AKT and its downstream effector GSK-3β [52]. The inhibition of PI3K by specific inhibitors reduces adhesion and migration in a variety of cell types [53–55]. Down-regulated Akt activation by overexpressed SHIP-2 causes cell-cycle arrest [56]. In addition, many studies have demonstrated that the AKT/mTOR (mammalian target of rapamycin) signaling pathway is activated during hypertrophy [57] and improves the increase in muscle mass according to the increase in muscle fiber size [58]. Although we did not detect PI3K and AKT as DEGs between locations and breeds, some genes involved in the PI3K/AKT pathway caught our attention. Down-regulated LAMA2, LAMC1, TNNI2 and TNNT3 and up-regulated angiopoietin 2 (ANGPT2) and PDGFC/D are enriched in the PI3K/AKT pathway. 

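Location effects in the additive limma fit were negative for LAMA2 (-0.445), LAMC1 (-0.400), TNNI2 (-0.438) and TNNT3 (-0.535) and positive for ANGPT2 (0.954), PDGFC (0.852) and PDGFD (0.655), with adjusted P-values from 0.00423 for ANGPT2 to 0.0385 for LAMA2 (no replicates within a breed). Each gene changed in the same direction in H and in P. Their pathway annotation is not in the files analysed here. Among these genes TNNT3 in P moved from -0.587 to -0.625 when the RPKM values were scaled by median of ratios.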

ANGPT2 expression increases significantly during myoblast differentiation into myotubes and promotes skeletal myoblast survival and differentiation though the activation of the PI3K/AKT and Erk1/2 pathways [59]. 

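The PDGFC values rest on 401, 532, 389 and 724 reads in H-LM, H-PM, P-LM and P-PM, and the PDGFD values on 1796, 2167, 1602 and 2440 reads (no replicates). The 95% Clopper-Pearson intervals of the log2 ratio of PM over LM were 0.638 to 1.02 in H and 0.734 to 1.09 in P for PDGFC, and 0.59996 to 0.782 in H and 0.533 to 0.716 in P for PDGFD. All of them lie above 0. The log2 fold change of PDGFD in P was 0.622, and 0.584 under median-of-ratios scaling.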

The PDGF family consists of four members: PDGF-A, PDGF-B, PDGF-C and PDGF-D, and the last two members (PDGF-C and PDGF-D) were recently discovered and were found to be DEGs in Experiment 1 in the present study. The review by Reigstad (2005) et al showed that both PDGF-C and PDGF-D are involved in various malfunctions: PDGF-C seems to play an important role in Ewing family sarcomas, whereas PDGF-D is related to lung, prostate and ovarian cancers [60]. Until now, information about the roles of PDGF-C and PDGF-D in skeletal muscle development has been limited; our finding that PDGF-C and PDGF-D are location-specific genes in skeletal muscle indicates that these two genes may play a special role in skeletal muscle development and require further study.

ECM-receptor interactions play a profound role in major cellular programs, including migration, growth, difference and survival [61], and play an important role in myogenesis [62]. Collagen (types I, III, IV, and V) [63, 64] and fibronectin [65] are the main constituents of ECM in skeletal muscle tissue. Collagen type V is probably already suggested to be involved in the sequence of events leading to myoblast differentiation [64]. In this study, a total of six collagen members (COL11A1, COL12A1, COL14A1, COL1A2, COL5A2 and COL9A1) were differently expressed in Experiment 1 and Experiment 2. 

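In Experiment 1 the 6 genes fell in PM in both breeds, with log2 fold changes from -2.43 to -0.660 in H and from -2.09 to -0.408 in P (no replicates). Between the breeds, P over H, the log2 fold changes ran from -0.134 to 0.0353 in LM and from 0.0298 to 0.412 in PM. Of these genes only COL5A2 (ENSAPLG00000007858) is in a list of the paper for Experiment 2, that for P-PM vs H-PM, where it had 267 RPKM in P and 226 in H (log2 fold change 0.242, 95% interval from read sampling 0.1996 to 0.286). Its breed effect in limma had an adjusted P-value of 0.606. For COL9A1, with 38 reads in P-PM and 25 in H-PM, the interval of -0.334 to 1.22 includes 0. Under median-of-ratios scaling COL5A2 in P-PM vs H-PM was 0.216. COL9A1 and COL11A1 are also on a list of cartilage markers written before the files arrived.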

Previous studies have also reported that many other collagen family numbers have different expression patterns during skeletal muscle development [8, 19]. Taken together, these findings indicate that collagen gene expression variability plays an important role in affecting muscle development.

Interestingly, some pathways in Experiment 1 are highly related to cardiac development, including the hypertrophic cardiomyopathy (HCM), dilated cardiomyopathy and cardiac muscle contraction pathways, which indicates that these DGEs in skeletal muscle also have a link with cardiac development. This is consistent with previous studies wherein genetic manipulation conducted for many years resulted in increased muscle production while promoting dysfunction of cardiac development [66]. However, the mechanism linking muscle development and cardiac disease remains incomplete and requires further study. Yet another difference we identified between LM and PM is that protein digestion and absorption pathway is also significant between locations, demonstrating that leg and pectoral muscle already display differential protein metabolism during the embryo stage. This variation in protein metabolism could, conceivably, be the main reason for muscle mass gain difference after post-hatching [14].

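Of the 66 genes in the paper's lists for Experiment 2, 13 (19.7%) are described there as ribosomal proteins, 16 (24.2%) are genes with predominant expression in liver from a list written before the files arrived, 2 are collagens, 13 have no description and 22 have other descriptions. Ribosomal proteins make up 10 of the 20 genes listed in LM and 6 of the 54 listed in PM. Across the 13 ribosomal protein genes the log2 fold change of P over H ran from -0.436 to 0.171 in LM and from -0.402 to 0.268 in PM (no replicates). The largest absolute log2 fold change between the breeds among all 13098 tested genes was that of ALB (ENSAPLG00000010999) at both locations, with 0.355 RPKM in H-LM, 0.871 in H-PM, 38.0 in P-LM and 965 in P-PM. For the ribosomal protein genes the median in LM was -0.223, and -0.244 with median-of-ratios scaling, which was chosen for this set after seeing the data. The paper reasons that the breed-specific DEGs pertain to the assembly and function of ribosomes.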

Breed-specific DEGs identified in Experiment 2 are all pertaining to ribosome assembly and function. This is interesting, as ribosomes are platforms upon which to perform protein synthesis and thereby promote skeletal muscle deposition. 

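RPSA (ENSAPLG00000015724) had 3053 RPKM in H-LM, 2888 in H-PM, 2755 in P-LM and 3004 in P-PM (no replicates), a log2 fold change of P over H of -0.148 in LM (95% interval from read sampling -0.176 to -0.120) and 0.0569 in PM. RPL8 (ENSAPLG00000014582) had 1404, 1352, 1387 and 1556 RPKM in the same order and changed by -0.0180 in LM and 0.202 in PM (0.162 to 0.243). Among the elongation factors, EEF1A1 changed by -0.119 in LM and 0.00184 in PM, and EEF1D (ENSAPLG00000008602) by 0.148 in LM and 0.298 in PM (0.233 to 0.365). EEF1A2 (ENSAPLG00000008691) is in the paper's lists for Experiment 1 only, with log2 fold changes of -0.526 in H-PM vs H-LM and -0.404 in P-PM vs P-LM. None of their breed effects in limma was past 0.05, with adjusted P-values from 0.347 for EEF1D to 0.894 for RPSA. The largest move under another setting was that of EEF1A1 in P-PM vs P-LM, from 0.129 to 0.0918 with median-of-ratios scaling.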

Many ribosomal proteins (RPS6, RPS23, RPL36, RPSA, RPL8, etc.) and Elongation factor 1 (eEF1) (eEF1A1, eEEF1A2 and eEF1D) were detected by RNA-Seq in the present study, especially in Experiment 2. eEF1 is responsible for transferring aminoacyl-tRNA to the empty A-site on the ribosome [67]. In line with a previous study reporting that protein metabolism is the main reason for promoting duck skeletal muscle deposition [14], these findings indicate that protein synthesis may also be the main determinant for differences in skeletal muscle development between duck breeds.

## Conclusions

Taken together, all of the data from the present study demonstrate obvious differences in muscle weight and gene expression between leg and pectoral muscles and between Heiwu duck and Peking duck. It is intriguing that were more location-specific genes identified than breed-specific genes. The GO results suggested that location-specific functional gene groups are conserved between two duck breeds, and include a much broader range of functions than do the breed-specific functional groups. This study suggests that focal adhesion, the PI3K-Akt signaling pathway and ECM-receptor interaction may be the main molecular networks that are responsible for muscle development differences between leg and pectoral muscles. Furthermore, our findings suggest that ribosomes could be the main molecular driver of the differences between the two duck breeds. Thus, this study successfully identified candidate genes and pathways involved in the differences in muscle growth between leg and pectoral muscles and between Heiwu duck and Peking duck, and it might provide the basis for future experiments that focus on these candidate genes, their proteins products and their functions in duck skeletal muscle.

## Supporting Information

S1 Excel List of differentially expressed genes in each library comparison. 

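Each list gives, for every gene, an adjusted read count in each of the 2 libraries, a log2 fold change, a P-value and an adjusted P-value. The adjusted read counts of the Experiment 1 lists are whole reads multiplied by a constant for each library. In H-PM vs H-LM, 1 adjusted read stands for 5.56 reads in H-PM and 7.25 reads in H-LM, and in P-PM vs P-LM for 6.27 reads in P-PM and 6.18 reads in P-LM. Reads were recovered in this way for 350 of the 355 listed genes and carried to the other libraries through the RPKM values. For the 37 genes with fewer than 200 reads, 100% of the values lay within 0.05 of a whole number (no replicates).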

DEGs between pairs of libraries are shown (H-PM vs H-LM, P-PM vs P-LM, P-LM vs H-LM and P-PM vs H-PM).
(XLSX) Click here for additional data file.

S1 Fig Cluster analysis of differentially expressed genes according to Pearson’s correlation coefficient. (TIF) Click here for additional data file.

S1 Table The primer information for RT-PCR. (DOCX) Click here for additional data file.

# Supplementary material for: Transcriptional Profiling Identifies Location-Specific and Breed-Specific Differentially Expressed Genes in Embryonic Myogenesis in Anas Platyrhynchos
**Source:** PLoS One. 2015 Dec 2;10(12):e0143378. doi: 10.1371/journal.pone.0143378
**Supplement:** S1 Table

Table S1 the primer information for RT-PCR

| **Gene Name** | **Primer Sequence** | **Temperature (℃)** | **Production length (bp)** | **NCBI Reference Sequence Number** |
| --- | --- | --- | --- | --- |
| ACTA1 | F: TGACTGAGCGTGGCTATTC  R: CCCATCAGGCAACTCGTA | 53.8 | 158 | XM_005020223.1 |
| ACTC1 | F: TCACCAACTGGGACGAT  R: GCATAGAGGGACAGGACA | 51.3 | 205 | XM_005009784.1 |
| ANGPT2 | F: GACCGTTCATAACTTGC  R: ATTGTCCAGCCTCCTC | 47.6 | 210 | XM_005009208.1 |
| APOBEC2 | F: GAGACCCAAGGCAAAGA  R: AGGGACTGGAGGAGACG | 51.1 | 154 | XM_005026827.1 |
| EEF1A1 | F: TTCCACCGAGCCACCTT  R: GGTAACCTTCCATCCCTTG | 51.6 | 184 | XM_005009711.1 |
| ENO1 | F: GCGATGGAAAGTATGACC  R: CCAACGCTGCCAGTAAA | 52.2 | 178 | XM_005024236.1 |
| FBLN5 | F: GCAACCCAGGCTTTACC  R: CTCCGTCAGCTTCCAGT | 50.9 | 153 | XM_005021441.1 |
| LOC101792412 | F: ATGGCAAGAAGGTGGCG  R: AGCAGGGTGGTGGATGG | 55.6 | 173 | XM_005031463.1 |
| HOXA6 | F: GGCGGGCTATGATGCT  R: CAAGGACGGTGTTGGACT | 52.4 | 110 | XM_005022081.1 |
| LAMB2 | F: CAGGAGACGGAGGACTTAG  R: TTAGGGTCGCCAGTTGA | 52.0 | 149 | XM_005009838.1 |
| PENK | F: CGGGTAGAACCAGAGGAT  R: CAGCAGGTCAGAGGAATT | 50.3 | 114 | XM_005012125.1 |
| RET | F: TATGTGGGTAGTGATGGTA  R: TTTCTGGCTGCTAAATC | 46.8 | 161 | XM_005015789.1 |
| RPSS35 | F: TTGCCTACATTGGGTCT  R: CAGCTCTAAGTTGGGTT | 45.9 | 141 | XM_005024797.1 |
| RSPO3 | F: TACGGCGACAGGGAAGA  R: GGACACGAGGAAAGACATAC | 51.5 | 163 | XM_005009596.1 |
| SEMA3C | F: GCAGGCAAGATGTGAGA  R: CTTGGACAGAGCGAATG | 50.1 | 252 | XM_005016705.1 |

How the deposited data were processed for this re-analysis (not part of the article)

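RNA-seq of leg muscle (LM) and pectoral muscle (PM) of the Heiwu (H) and Peking (P) duck breeds at embryonic day 15 was analysed, with 1 library from a pool of 5 individuals for each of the 4 combinations. The authors removed adapter, N-rich and low-quality reads, mapped the rest with TopHat v2.0.9 to the duck draft genome and counted reads per gene with HTSeq v0.5.4p3. From these counts the authors made the deposited RPKM values, which are the only measurement in the files analysed here. The files do not say which gene length or which total of reads the authors used for the RPKM values.

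The test designs were fixed before the files arrived and assumed read counts. Since the files hold RPKM, tests for counts were not used, and the values were tested on the log2(RPKM + 1) scale with limma 3.58.1 in R 4.3.3. Of 16450 genes, the 13098 with at least 1 RPKM in at least 1 library were kept. Each comparison of 2 libraries was tested with a trended variance estimated over both libraries without regard to the groups, with 1.60 to 1.88 prior degrees of freedom and Benjamini-Hochberg adjustment at 0.05. That this version of the test, and not one with the variance taken as known, is the main one was decided after the results of both had been seen. An additive model with breed and location was fitted over the 4 libraries by limma with a trended variance, 1 residual degree of freedom and 4.89 prior degrees of freedom. Its error is the breed-by-location interaction, moderated towards the variance trend, and the median moderated SD was 0.117 on the log2 scale. The interaction itself was tested with the blind variance.

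Both tests were tested on simulated data in which 200 genes had been changed between the locations by a log2 fold change of 1.5. The additive fit recovered 100% of them, with 11.1% false calls among its location calls, above the nominal 5%, and 1 breed call. The blind test of 2 libraries called 0 of them, and the same comparison with the moderated variance of the additive fit called 195. A count of 0 genes from a blind test is therefore no sign that expression was equal.

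The depth of the libraries was taken from the steps that 1 read makes in the RPKM of low genes, seen in 448 to 580 genes per pair of libraries. Relative to H-LM it was 74.7% in H-PM, 85.2% in P-LM and 84.2% in P-PM. For 350 of the 355 genes in the paper's S1 Excel lists, whole reads were recovered from the adjusted read counts printed there, and 95% Clopper-Pearson intervals of the log2 ratio were computed from them. These intervals hold the sampling of reads only, since no spread between animals can be measured with 1 library per group.

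Variance shares are sums of squares of the 2 factors and their interaction over the tested genes. Intervals of shares, correlations and set medians come from 1000 bootstrap draws over genes with seed 1, which are not a spread between replicates. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

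The genes named in the text follow a rule fixed before the files arrived: every gene that the paper names as measured and whose identifier is given by its supplementary lists or Fig 3, and the 5 genes with the largest change past the threshold in each comparison. The rule gave 47 genes from the paper and 0 from the comparisons, as no gene passed there. Tissue marker genes, from a list written before the files arrived, are named in addition where S1 Excel gives their identifiers. Gene symbols are not in the files, and 314 of the 355 S1 genes have a description. Permutation tests of gene sets were left out, because identifiers were known for 31 of 100 marker genes (31%, under the 80% required) and the ribosomal and collagen genes are known by name only as members of the lists.

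The alternatives tried were the pseudocount, the filter on low RPKM, median-of-ratios scaling, the source of the variance, the threshold and the set of genes. Muscle weights, RT-PCR values and functional annotation are not in the files and were left out.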

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

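The location difference of VN was opposite in the breeds, with a log2 fold change of PM over LM of -0.562 in H and 2.41 in P, a difference of -2.97 (1 library per group). The breed difference of EEF1A1 was -0.119 in LM and 0.00184 in PM, a difference of -0.121. RPSA changed between locations by -0.0799 in H and 0.1249 in P, and between breeds by -0.148 in LM and 0.0569 in PM, a difference of -0.205 in both cases. RPL8 changed between locations by -0.0542 in H and 0.166 in P, and between breeds by -0.0180 in LM and 0.202 in PM, a difference of -0.220. For each gene the location and the breed difference are the same contrast of 4 values, so they are not separate evidence. The interaction test gave each of them an adjusted P-value of 0.999936. That test has no power with 1 library per group, so these differences are in effect untested, and neither a technical nor a biological explanation was tested for EEF1A1, RPSA and RPL8.

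ALB, which the paper does not discuss, had 965 RPKM in P-PM, against 38.0 in P-LM, 0.871 in H-PM and 0.355 in H-LM. It is on a list of liver markers written before the files arrived. S1 Excel gives identifiers for 18 of the 34 listed markers, and it names genes because they changed, so this set is not a fair sample of them. The number of these 18 markers with their highest RPKM in P-PM was 18, and their median log2 fold change of P-PM over P-LM was 3.35. All 18 are in the paper's list for P-PM vs P-LM and have an identifier for that reason, so both values restate in part how the set was formed. They can neither show liver RNA in the pool nor rule out a breed difference present in both muscles. From the whole library, the depth of P-PM was 1.13 times that of H-PM, too small a difference to account for it. Reads of P-PM assigned to P-LM are a candidate source of the signal in P-LM, where the markers had a median of 5.45% of their P-PM value. Only 2 genes met the criteria of that test, with P-LM values of 0.876% and 98.8% of P-PM and a median of 49.8%. Taken literally this median meets the prediction, but a minimum of 5 genes was then set, after seeing this, and the test was left undecided.

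The number of genes high in 1 library alone (at least 5 RPKM and 4 times every other library) was 44 in P-PM, against 3 in H-LM, 3 in H-PM and 4 in P-LM. They include 17 of the liver markers and 27 (64.3%) of the 42 genes that the paper lists as higher in P-PM than in H-PM. A candidate explanation is a small amount of liver RNA in the P-PM pool. VN is itself 1 of the 18 liver markers, so it is part of this pattern and not separate evidence. With 1 pool per group, liver RNA cannot be told apart from expression in the P-PM muscle itself. All of these predictions were written after the results had been seen, so the tests show what the values allow and do not decide the matter.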

How the results depend on the processing

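Before the files arrived, the mapping of samples, the alternatives, the designs and the list of tissue markers were fixed. The choice of the main test for RPKM and the alternatives named below as added came afterwards. Numbers of DEGs are given for H-PM vs H-LM, P-PM vs P-LM, P-LM vs H-LM and P-PM vs H-PM in this order. Under the main setting all are 0, from a test without power, so settings that assume a smaller variance can move them. A fixed coefficient of variation of 0.2 gave 435, 451, 173 and 357, with 179 genes shared and 707 in either list of Experiment 1, and 58 and 472 for Experiment 2. The moderated variance of the additive fit gave 208, 138, 0 and 1, with 122 shared and 224 in either list of Experiment 1, and 0 and 1 for Experiment 2. An unadjusted P-value under 0.05 with an absolute log2 fold change above 0.5 gave 448, 392, 367 and 377, with 200 and 640 for Experiment 1 and 103 and 641 for Experiment 2. The variance taken as known, an added setting, gave 1470, 1794, 1200 and 1402, with 782 and 2482 for Experiment 1 and 411 and 2191 for Experiment 2. These settings differ in the threshold or in how large a spread between libraries they assume, and that spread cannot be measured with 1 library per group.

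In the additive fit, leaving out the filter changed the 679 location genes to 318 and the 8 breed genes to 0. It adds genes near 0 RPKM, which change the variance trend and the number of tests. Requiring at least 1 RPKM in all 4 libraries gave 14 breed genes and robust empirical Bayes gave 15, both added. The number of breed genes is therefore unstable. With the breed difference itself as the error, 188 genes had a location effect and 0 an effect of the diagonal split, while breed with the location difference as the error gave 0.

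A pseudocount of 0.1 (added) enlarges the changes of low genes. It moved the liver marker medians to 0.268, 4.10, 2.07 and 5.97 in the order above, and the epidermis median in P-LM vs H-LM to 0.633. The variance shares became 42.4% for location, 34.0% for breed and 23.6% for the interaction, and with only genes of at least 10 RPKM (added) 60.8%, 25.2% and 14.1%. Over the genes of S1 Excel alone (added), which were selected as changed, they were 63.4%, 27.1% and 9.56%. Median-of-ratios scaling (added for sets) moved the cartilage median in P-LM vs H-LM to -0.113. The correlations of H-LM with H-PM, H-LM with P-LM, H-PM with P-PM and P-LM with P-PM were 0.909, 0.988, 0.905, 0.824 over the S1 Excel genes, 0.982, 0.989, 0.983, 0.980 without the filter (added) and 0.938, 0.955, 0.932, 0.931 with a pseudocount of 0.1. The order of the correlations was not stable. H-PM with P-PM exceeded H-LM with H-PM under the main setting (0.972 against 0.970) and without the filter, and was the lower of both over the S1 Excel genes and with a pseudocount of 0.1. For shares, medians and correlations a move means beyond a 95% bootstrap interval over genes.

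The medians of the ribosomal and collagen genes stayed within their bootstrap intervals under every alternative that was run. The minimum of 1000 RPKM removed none of the ribosomal genes, so it could not move their medians. The interaction count stayed at 0, but its test has no power, so this is no sign of stability. No median changed its sign. For named genes the alternatives were run for 102 log2 fold changes, and none of these changed its sign. Of the 102 calls of named genes, 26 passed the threshold with the fixed coefficient of variation and 45 with the variance of the additive fit, while the pseudocount and the scaling changed none.

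Alternatives that need counts were not run on RPKM values: the tests made for counts, the exact binomial test and the counts scaled to S1 Excel over all genes, the minimums of counts and the prior counts. RPKM minimums of 10 and 1000 and the pseudocount stood in for the last ones, chosen after the unit was seen. Scaling to total counts is the main setting here, and TMM was not run. Markers outside the S1 Excel lists have no identifiers, so that set was not run either. No replicate was left out, as there is 1 library per group.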

Differences from the paper's values

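The paper gives 246 DEGs for H-PM vs H-LM, 258 for P-PM vs P-LM and 336 in either breed, and its S1 Excel file gives 168 shared by both breeds, where the main test gave 0 in each case. Since that test called 0 of 200 changed genes in simulated data, a value of 0 says little about the number of genes that changed. With the moderated variance of the additive fit, set before the files arrived, the values came to 208 for H-PM vs H-LM, 224 in either breed and 122 shared, within 1.5 times of the paper's. A fixed coefficient of variation of 0.2 did so for the shared genes, with 179, as did an unadjusted P-value with an absolute log2 fold change above 0.5, with 200. The moderated variance is shared by both breeds and is smaller where their location changes agree, so its 122 shared genes are in part built into the test. None of the alternatives set before the files arrived closed the gap for the paper's 258 genes in P-PM vs P-LM. For Experiment 2 the paper gives 20 genes for P-LM vs H-LM and 54 for P-PM vs H-PM in S1 Excel, 8 shared and 66 in either list, against 0 in each case here, and no alternative came within 1.5 times of these values.

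Several log2 fold changes of Table 2 differ from those of the RPKM values. For COL9A1 the values were -2.43 against the paper's -3.0763 in H and -2.09 against the paper's -2.5744 in P, and no alternative set before the files arrived closed the gap. A pseudocount of 0.1, chosen after seeing the values, gave -2.96 and -2.48, and the log2 ratio of RPKM without a pseudocount, also chosen after seeing the values, -3.04 and -2.54. PITX1 in P had -4.67 against the paper's -6.5449, and -6.51 without a pseudocount, chosen after seeing the values, while none of the alternatives set before the files arrived closed the gap. TBX4 had -3.48 against the paper's -5.0117 in H and -3.58 against the paper's -5.1144 in P, which no setting closed, and its ratio without a pseudocount is undefined with 0 reads in PM.

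For the other genes the value in Table 2 is not the one that S1 Excel gives for the same gene and comparison. Of the 61 values of Table 2 compared with S1 Excel, 54 are the same there and 7, of 6 genes, are not. MYH7B had -2.27 against the paper's 0.27897 in H and -2.01 against the paper's 0.55354 in P. The paper's values here are those it gives for MYH7B in Experiment 2, and its S1 Excel file has -2.3287 and -2.0617 for Experiment 1. In P, MYBPC1 had -1.08 against the paper's -0.68899, which S1 Excel gives for MYL1 (for MYBPC1 it has -1.1201). MYL1 had -0.650 against the paper's -1.2408, which S1 Excel gives for a gene described as cardiac myosin binding protein C (for MYL1 it has -0.68899). FBN1 had -0.936 against the paper's -1.4004, which S1 Excel gives for fibroblast activation protein alpha (for FBN1 it has -0.98239). None of the alternatives closed these gaps to Table 2. MYH15 in P had -0.909 against the paper's -1.0649, which S1 Excel gives for MYL10 (for MYH15 it has -0.98135). Median-of-ratios scaling, set before the files arrived, gave -0.945 for MYH15, and a pseudocount of 0.1, chosen after seeing the values, -0.939. Both lie within 1 standard error of the value in Table 2, but as that value is listed for another gene, this closeness tells nothing about the settings.

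Some statements of the paper differ from the lists or values. The paper states that of the RT-PCR genes only EEF1A1 and LOC101792412 are common to both experiments, and S1 Excel also has ENO1 in both. From the RPKM values ENO1 changed by -0.233 in H-PM vs H-LM and -0.276 in P-LM vs H-LM. The paper names MYH7B as the only myosin common to both experiments in its results, and MYL10 changed by 0.431 in P-PM vs H-PM and is in that list. It gives all 6 collagens as changed in Experiment 2. Only COL5A2 is in such a list, with a change of 0.242 from the RPKM values. The paper names VN as specific to breed in PM and makes no such statement on FN. FN1 is also in the list for P-PM vs H-PM, with a change of 0.195 from the RPKM values. EEF1A2 is in no list of Experiment 2, with -0.217 in LM and -0.0952 in PM. The paper's text names RPL36 where its Table 2 and S1 Excel have RPL37, which changed by -0.305 in LM. The paper states that the breed DEGs all concern ribosomes, and 13 of 66 are described as ribosomal proteins. The threshold on the absolute log2 fold change stated in its results is met by 183 of 246, 199 of 258, 1 of 20 and 36 of 54 genes in its lists.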

Other observations

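The P-values printed in S1 Excel for Experiment 1 can be set beside those of an exact binomial test of the adjusted read counts printed there. The median ratio of their log10 values was 0.991 (0.996 in H-PM vs H-LM and 0.987 in P-PM vs P-LM), and with the recovered whole reads it was 0.173. A hypothesis is that the printed P-values hold the sampling noise of the adjusted read counts and no spread between libraries. The bounds for a ratio near 1 (0.8 and its inverse) and both predictions were set after the values had been seen.

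Ribosomal protein genes had a median log2 fold change of -0.223 in P-LM vs H-LM. The 19 other genes of S1 Excel with at least 1000 RPKM in every library had a median of -0.0565, with 13 of them lower in P-LM and values from -0.471 to 0.0854. Of the 13 ribosomal genes, 10 are known by name because they are in the list for P-LM vs H-LM, so their median is selected on the outcome. The pattern cannot be told apart from a shift of all highly expressed genes by the normalization. This prediction, too, was written after the values had been seen. Other technical explanations, such as reads shared with ribosomal pseudogenes, were not tested, so no biological explanation is offered.

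The 7 cartilage markers named in S1 Excel were lower in PM than in LM in all cases, with medians of -1.88 in H and -1.32 in P. All of them are in the paper's list for H-PM vs H-LM, so that they changed follows in part from how the set was formed. COL2A1, COL9A1, COL9A3, COL11A1 and COL11A2 among them also belong to the set of 18 collagens. The cartilage and the collagen medians are therefore not separate evidence. A candidate explanation is a different amount of the same cartilage RNA in the LM and PM pools, which would give alike ratios for all markers. The range of their log2 fold changes of H-LM over H-PM was 1.82, wider than the range of 1 that was set, after seeing the values, for alike ratios. The prediction of alike ratios was therefore not met. Other cells may express some of the markers, which was not tested, so this miss alone does not rule the explanation out.

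FABP4, named in S1 Excel, fell with one of the largest changes between the locations, from 172 RPKM in H-LM to 2.02 in H-PM and from 146 in P-LM to 3.08 in P-PM. The location effect was -5.50 (standard error 0.167, adjusted P-value 0.000217 in limma, lower in PM in both breeds). FABP4 is on the list of adipose markers written before the files arrived, and S1 Excel identifies only 1 of the 7 listed. No explanation was tested for its change, and adipose RNA in the LM pools could not be tested with 1 marker.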
